# One-shot analysis of translated mammalian lncRNAs with AHARIBO

**DOI:** 10.7554/eLife.59303

**Published:** 2021-02-17

**Authors:** Luca Minati, Claudia Firrito, Alessia Del Piano, Alberto Peretti, Simone Sidoli, Daniele Peroni, Romina Belli, Francesco Gandolfi, Alessandro Romanel, Paola Bernabo, Jacopo Zasso, Alessandro Quattrone, Graziano Guella, Fabio Lauria, Gabriella Viero, Massimiliano Clamer

**Keywords:** LncRNA, proteogenomics, proteomics, translation, ribosome, RIBO-seq, Human, Mouse

## Abstract

A vast portion of the mammalian genome is transcribed as long non-coding RNAs (lncRNAs) acting in the cytoplasm with largely unknown functions. Surprisingly, lncRNAs have been shown to interact with ribosomes, encode peptides, or act as ribosome sponges. These functions still remain mostly undetected and understudied owing to the lack of efficient tools for genome-wide simultaneous identification of ribosome-associated and peptide-producing lncRNAs. Here, we present AHA-mediated RIBOsome isolation (AHARIBO), a method for the detection of lncRNAs either untranslated, but associated with ribosomes, or encoding small peptides. Using AHARIBO in mouse embryonic stem cells during neuronal differentiation, we isolated ribosome-protected RNA fragments, translated RNAs, and corresponding de novo synthesized peptides. Besides identifying mRNAs under active translation and associated ribosomes, we found and distinguished lncRNAs acting as ribosome sponges or encoding micropeptides, laying the ground for a better functional understanding of hundreds of lncRNAs.

## Introduction

An incredibly small fraction of the mammalian genome is protein-coding (<3%), while the number of potentially functional non-coding genes remains unclear (Djebali et al., 2012). Long non-coding RNAs (lncRNAs) are defined as non-coding RNA exceeding 200 nt. They have gained much attention because of their role in a variety of cellular processes, from chromatin architecture (Minajigi et al., 2015) to mRNA turnover (Kleaveland et al., 2018) and translation (Ingolia et al., 2011). Typically, lncRNAs are abundant transcripts (Iyer et al., 2015) that display short and not evolutionarily conserved Open Reading Frames (ORFs with minimal homology to known protein domains (Guttman and Rinn, 2012). The majority of lncRNAs are localized in the cytoplasm (Carlevaro-Fita et al., 2016), where they are supposed to remain untranslated. Ribosome profiling (RIBO-seq), which provides positional information of ribosomes along transcripts (Clamer et al., 2018; Ingolia et al., 2012), identified several ribosome-associated lncRNAs (Bazzini et al., 2014; Ingolia et al., 2011; Lee et al., 2012; Zeng et al., 2018). A handful of lncRNAs have been shown to be involved in translation regulation (Carrieri et al., 2012; Yoon et al., 2012), while others are themselves potentially or partially translated (Anderson et al., 2015; Aspden et al., 2014; Bazin et al., 2017; Ingolia et al., 2011; Nelson et al., 2016; Ruiz-Orera et al., 2014; van Heesch et al., 2019). As coding RNAs, lncRNAs can be associated with actively translating or translationally silent ribosomes (Chandrasekaran et al., 2019; Chen et al., 2020; Jiao and Meyerowitz, 2010; Kapur et al., 2017). Hence, the potential involvement of lncRNAs in translation increases the complexity of the mammalian control of gene expression at the translatome and proteome level. Unfortunately, classical RIBO-seq approaches barely distinguish between lncRNAs producing peptides from those that sequester ribosomes (lncRNA bound to ribosomes without translation) and act as ribosome sponges. Proteomics approaches, such as mass spectrometry, can help to define and quantitatively monitor the production of peptides, but are less sensitive techniques than RNA sequencing (Slavoff et al., 2013; van Heesch et al., 2019). Therefore, proteomics and RIBO-seq alone cannot unravel the wide functional range of cytoplasmic lncRNAs associated with the translation machinery.

To fill this gap, we developed AHA-mediated RIBOsome isolation (AHARIBO), a combination of protocols that simultaneously isolate RNAs and nascent proteins associated with translationally active ribosomes. AHARIBO is based on the isolation of ribosomes trapped with their nascent peptides by incorporating the non-canonical amino acid L-azidohomoalanine (AHA), followed by parallel RNA-seq, ribosome profiling, and proteomics.

We applied AHARIBO to human and mouse cells and showed that it enables to (1) purify translating ribosomes via nascent peptide chains, (2) co-purify RNAs and proteins for transcriptome/de novo proteome-associated studies, and (3) detect the regulatory network of lncRNAs translated or associated with ribosomes.

## Results

### Nascent peptide labeling and separation of the ribosome complex with AHARIBO-rC

To simultaneously purify ribosomes under active translation, associated RNAs, and corresponding growing peptide chains, we optimized a protocol in HeLa cells (Figure 1A). Briefly, the protocol consists of the following phases: (1) incubation with a methionine-depleted medium, (2) addition of the methionine analog AHA, (3) on-ribosome anchorage of nascent peptide chains with a small molecule, (4) cell lysis and AHA ‘copper-free click reaction’ (Jewett and Bertozzi, 2010) for (5) ribosome capture with magnetic beads. We reasoned that the protocol for isolating ribosomes through AHA can be used to obtain information about nascent peptides, constitutive components of ribosomes, mRNAs, and lncRNAs associated with them. For this reason, we optimized several parameters from washing steps to nuclease treatments (Figure 1A) to isolate (1) the full translational complex (AHARIBO-rC, *r*ibosomal *c*omplexes: ribosomes, ribosome-associated proteins, nascent peptides, and RNAs), (2) the de novo synthesized proteome (AHARIBO-nP, *n*ascent *p*roteome), and (3) ribosome-protected fragments (RPFs) (AHARIBO RIBO-seq: *RIBO*some profiling by *seq*uencing).

**Figure 1.**
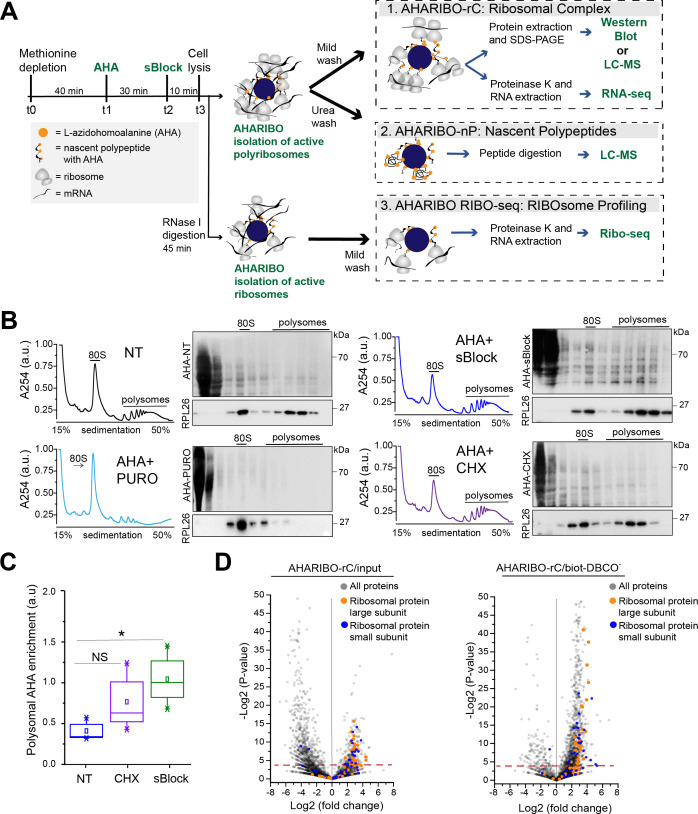
L-Azidohomoalanine (AHA) labeling of nascent peptide chains and ribosome separation. (**A**) Schematic representation of AHA-mediated RIBOsome isolation (AHARIBO) workflow. After methionine depletion, AHA incubation, and sBlock treatment, cell lysates can be processed for (1) AHARIBO-rC: isolation of translational complexes (ribosomes, ribosome-associated proteins, nascent peptides, and RNAs); (2) AHARIBO-nP: isolation of de novo synthesized proteome; and (3) AHARIBO RIBO-seq: for ribosome profiling. (**B**) Polysomal profiles in HeLa cells. On the right of each profile, example of SDS-PAGE of protein extracts from each fraction of the profile. Staining of the membrane was performed by biotin cycloaddition followed by streptavidin-Horseradish peroxidase (HRP). RPL26 protein was used as a marker of the large ribosome subunit. (**C**) Box plot showing the AHA signal enrichment in the polysomal fractions of the profiles in cells untreated (NT) and treated with either cycloheximide (CHX) or sBlock. Results are shown as the median (±SE) of three independent experiments. NS: not significant. *p-value=0.05 was obtained through an unpaired t-test. (**D**) Volcano plots of AHARIBO-rC-isolated proteins. Data are compared with input (AHA-containing lysate, left) or with streptavidin-coated beads without biotin-DBCO (right). DBCO: dibenzocyclooctyne. Red line: t-test p-value<0.05. Figure 1—source data 1.A table with the relative abundance of AHARIBO-rC-isolated proteins.Relative abundance of AHARIBO-rC-isolated proteins. AHARIBO: AHA-mediated RIBOsome isolation. Figure 1—source data 2.Gene Ontology analysis data.

**Figure 1—figure supplement 1.**
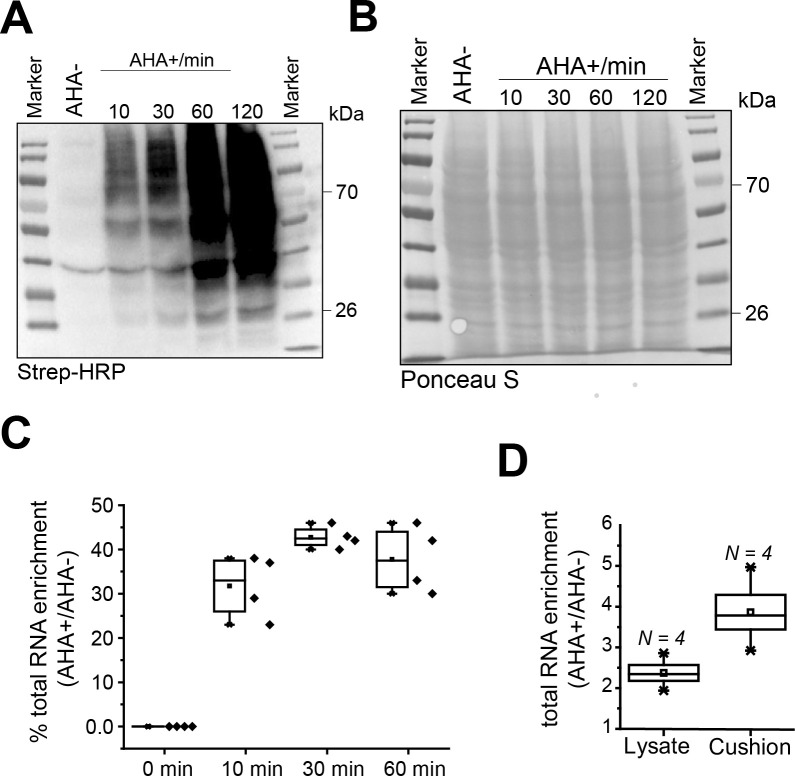
L-Azidohomoalanine (AHA) incorporation, validation of AHA, and RNA capture. (**A**) Labeling of nascent peptides in cells treated with AHA (250 µM) at different incubation times (10, 30, 60, and 120 min). After SDS-PAGE of cell extracts, AHA residues were biotinylated by on-membrane cycloaddition based ‘click chemistry’ and detected by streptavidin-HRP. (**B**) Ponceaus S staining of the membrane reported in (**A**). (**C**) RNA enrichment in AHARIBO-rC pulldown at different AHA incubation times (10, 30, and 60 min) compared to control (AHA^-^) and reported as % of input (1/10 of total RNA). (**D**) RNA enrichment in AHARIBO-rC pulldown before or after sucrose cushioning compared to control (AHA-).

**Figure 1—figure supplement 2.**
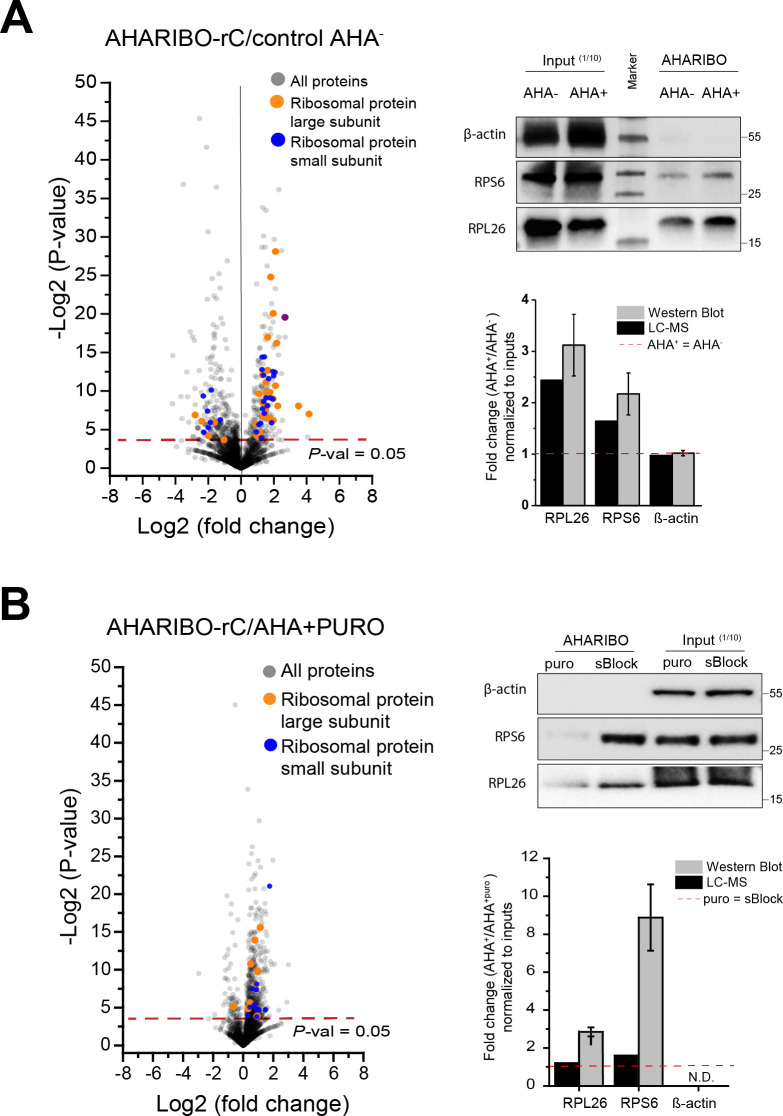
Liquid chromatography-mass spectrometry (LC-MS) analysis of AHARIBO-rC proteins and validation by western blot. Volcano plots showing the -Log (p-value) versus the relative abundance of AHARIBO-rC-isolated proteins. Data are compared with the non-specific signal derived from streptavidin-coated beads incubated with lysates from control (AHA-, without L-azidohomoalanine) (**A**) and puromycin-treated cells (without sBlock). Red broken line indicates threshold p-value<0.05. (**B**) Western blots of RPL26, RPS6, and actin with related quantifications of band intensities are reported on the right of each dot blot. AHARIBO: AHA-mediated RIBOsome isolation.

**Figure 1—figure supplement 3.**
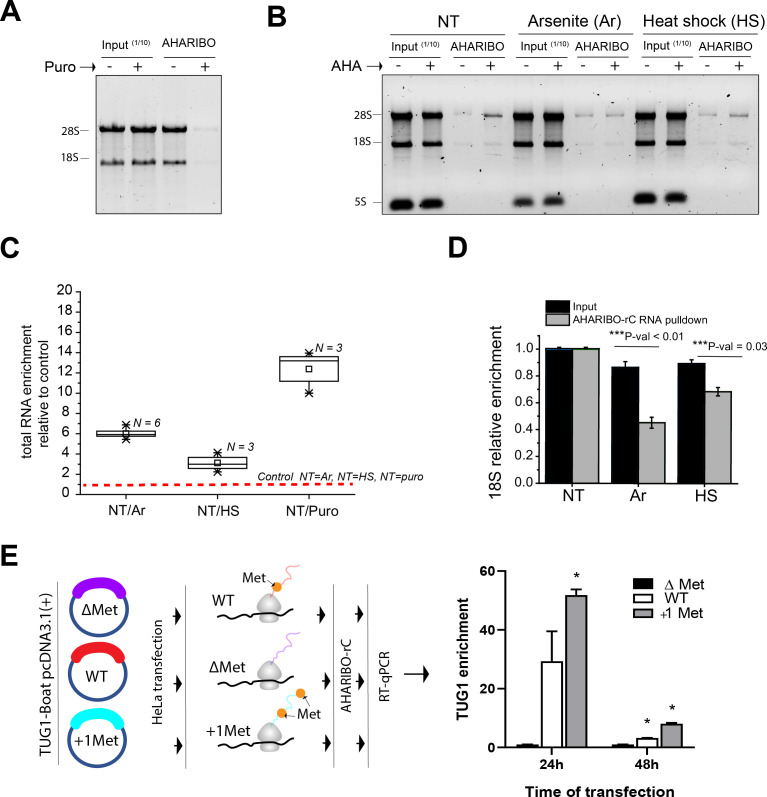
AHARIBO-rC efficiency test and validations. (**A, B**) Agarose gel electrophoresis of total RNA extracted from input lysates (1/10 of the total lysate volume) and lysates subjected to AHA-mediated RIBOsome isolation (AHARIBO) pulldown, obtained from cells either treated or not treated with L-azidohomoalanine (AHA), with or without puromycin (50 µM) and with different stress. NT: non-treated cells; Ar: arsenite-treated cells; Puro: puromycin treatment (50 µM). Red broken line indicates no enrichment. (**C**) Total RNA enrichment after AHARIBO-rC pulldown of lysates obtained from unstimulated cells over cells treated with arsenite and heat shock. For each condition, cells were either treated or not treated with AHA. Signal ratios (AHA+/AHA-) for each pulldown sample were normalized to the respective inputs. NT: non-treated; HS: heat shock-treated (42°C for 10 min); Puro: puromycin treatment (50 µM). Square box indicates mean; stars indicate 1–99% percentile. (**D**) 18S rRNA qRT-PCR analysis of RNA extracted from lysates subjected to AHARIBO-rC pulldown and input lysates obtained from unstimulated cells or cells subjected to arsenite treatment. For each condition, cells were either treated or not treated with AHA. For each sample, 18S AHA+/AHA- signal ratios were normalized to the input and to the housekeeping gene HPRT1. NT: non-treated; Ar: arsenite. (**E**) Detection of TUG1-BOAT. Scheme of the experimental setup (left) and RT-pPCR enrichment for FUG1-BOAT transcript (right) among the three different constructs normalized to the input and for two different times of transfection (24 and 48 hr) (*p-value<0.05 compared with ΔMet).

To minimize the amount of AHA-tagged and fully synthesized proteins released from ribosomes and achieve optimal on-ribosome polypeptide stabilization, we tested multiple incubation times of AHA exposure and compared the effect of two small molecules (namely cycloheximide [CHX] and sBlock, an anisomycin-based reagent). Anisomycin is known to inhibit the activity of eukaryotic ribosomes, while keeping polypeptides bound to translating ribosomes (Garreau de Loubresse et al., 2014; Grollman, 1967; Seedhom et al., 2016).

We observed that 30 min is the optimal incubation time for sufficient AHA incorporation and maximum RNA recovery (Figure 1—figure supplement 1A–C). Next, we compared the efficiency of CHX and sBlock in stabilizing the nascent peptide by co-sedimentation analysis of AHA-tagged polypeptides with ribosomes along the sucrose gradient (Figure 1B). As a control, cells were treated in parallel with puromycin to cause ribosome disassembly and release of the growing peptide chains (Figure 1B; Blobel and Sabatini, 1971; Enam et al., 2020). In agreement with literature, we found that both CHX and sBlock are able to stabilize AHA-peptides on ribosomes and polysomes (Biever et al., 2020; Mathias et al., 1964). The efficiency of anchoring polypeptides on ribosomes in CHX- and sBlock-treated cells was about 50% higher compared to untreated cells, confirming that the treatment effectively stabilizes nascent polypeptides (Figure 1C). The high signal observed in lighter fractions is likely caused by AHA-labeled proteins released from ribosomes. To overcome this problem, it is possible to perform a pre-cleaning of the cell lysate by sucrose cushioning. This step can increase the efficiency of total RNA isolation with AHARIBO compared with the control (no AHA) (Figure 1—figure supplement 1D). As expected, in puromycin-treated samples, the AHA signal was mainly detected in the first two fractions of the gradient, proving that the signal observed in the heavier fractions of CHX- and sBlock-treated cells was not caused by diffusion of AHA-labeled peptides from lighter to heavier fractions. Since sBlock outperformed CHX in anchoring efficiency (Figure 1C), we used this compound in all further experiments.

Prompted by the evidence that nascent peptides can be stably anchored on ribosomes by a small molecule, we isolated RNAs and proteins associated with the translation complex. To this aim, we performed a label-free liquid chromatography-mass spectrometry (LC-MS) analysis of AHARIBO-captured proteins relative to the input, to the background biotin-DBCO^-^ (Figure 1D) or AHA^-^ (Figure 1—figure supplement 2A; Figure 1—source data 1) and to a sample treated with puromycin (AHA^+^ puromycin) (Figure 1—figure supplement 2B), which causes the release of nascent chains. We observed that ribosomal proteins belonging to both the large and small ribosome subunits are indeed more abundant in AHARIBO-rC samples than in controls. LC-MS results were confirmed by western blot analysis of proteins that are component of the large and small ribosomal subunits (RPS6, RPL26) (Figure 1—figure supplement 2B). Gene ontology (GO) analysis revealed that terms related to translation (biological process), nucleic acid binding (cellular function), and ribonucleoprotein complex (cellular component) are enriched in AHARIBO-rC compared to the control (no AHA), confirming efficient pulldown of translation-related proteins (Figure 1—source data 2).

Then, we used AHARIBO-rC to determine the translational status of cultured cells. To this aim, we downregulated protein synthesis by treating HeLa cells with puromycin, heat shock (HS) (10 min at 42°C, during AHA incubation), or arsenite (Ar) treatment, which induces translational inhibition and stress granules formation (Wang et al., 2016). We observed a reduction of RNA captured in puromycin-, HS-, and Ar-treated cells relative to the control (Figure 1—figure supplement 3A–C). In line with this finding, qRT-PCR analysis showed about 50% reduction in 18S rRNA levels when translation was inhibited (Figure 1—figure supplement 3D).

To further validate AHARIBO-rC, we took advantage of a micropeptide (176 aa) originating from an open reading frame of the TUG1 lncRNA, called TUG1-BOAT (Lewandowski et al., 2020). The wild-type (WT) ORF has a non-canonical start codon and a methionine 75 nt upstream of the stop codon. We ectopically expressed the WT TUG1-BOAT transcript and two mutant constructs (Figure 1—figure supplement 3E): (1) the ΔTUG1-BOAT, without the methionine 75 nt upstream of the stop codon and (2) the +1Met TUG1-BOAT with an ATG (methionine) as start codon. The +1Met TUG1-BOAT has two methionines, one at the N terminal and the other at 25 aa (75 nt) before the C-terminal. Our RT-qPCR analysis performed 24 hr or 48 hr after transfection showed a good efficiency of AHARIBO in capturing the TUG1-BOAT RNA when methionines are present (about 50 times more in +1Met TUG1-BOAT than in ΔMet TUG1-BOAT after 24 hr) (Figure 1—figure supplement 3E), confirming the efficiency of AHARIBO-rC in capturing translated RNA.

### AHARIBO-nP: genome-wide portray of the de novo synthesized proteome

Motivated by the evidence that AHARIBO-rC can be used to isolate bona fide active ribosomes, we further tested our method genome-wide in mouse embryonic stem cells (mESCs) under basal condition and after differentiation into early neurons (ENs) (Tebaldi et al., 2018; Figure 2—figure supplement 1A). We analyzed both AHARIBO-rC-isolated RNA and newly synthesized polypeptides associated with actively translating ribosomes by RNA-seq and LC-MS, respectively. The protocol for the isolation of the de novo synthesized polypeptides (named AHARIBO-nP) is based on urea washing to remove all proteins that are not nascent peptides (Figure 2—figure supplement 1B). In parallel, we isolated and analyzed the global translatome by extracting the RNA after 30% sucrose cushioning of cytoplasmatic lysates (Wang et al., 2013), and then analyzed the global proteome by pulsed SILAC (pSILAC) (Schwanhäusser et al., 2009; Figure 2A).

**Figure 2.**
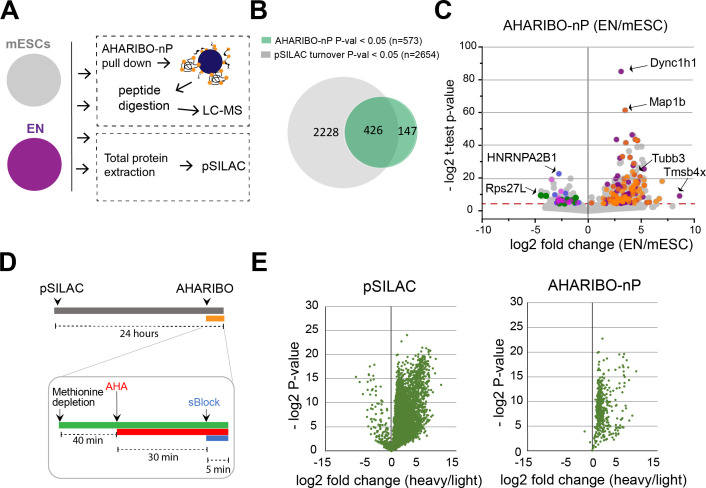
AHARIBO-nP and pSILAC. (**A**) Workflow for parallel AHARIBo-nP and pSILAC. mESCs: mouse embryonic stem cells; EN: mouse embryonic stem cells differentiated in early neurons. (**B**) Venn diagram representing the number of differentially expressed proteins (EN/mESCs) identified by AHARIBO-nP and pSILAC (p-value<0.05). (**C**) Volcano plot for each differentially expressed protein (EN/mESC) of AHARIBO-nP proteome versus -log2(p-value). Red broken line indicates p-value<0.05. Orange and purple dots represent upregulated proteins involved in cytoskeleton organization (GO:0007010) and neurogenesis (GO:0022008), respectively. Blue, green, and magenta dots represent downregulated proteins related to RNA processing (GO:0006396), protein synthesis (GO:0006412), and mouse pluripotency (WP1763). Gray dots represent all other proteins. (**D**) Schematic representation of combined cell treatments for pSILAC and AHARIBO-nP. (**E**) Volcano plots displaying for each protein the -log2 t-test p-value against the fold changes of protein turnover (heavy/light) in pSILAC proteome (left) and AHARIBO-nP (right) for double-treated mESCs. GO: gene ontology; AHARIBO: AHA-mediated RIBOsome isolation; pSILAC: pulsed SILAC. Figure 2—source data 1.A table with the pulsed SILAC (pSILAC) proteomic data. Figure 2—source data 2.A table with AHA-mediated RIBOsome isolation (AHARIBO) differentially expressed proteins.Proteins are considered differentially expressed when adjusted p-values are smaller than 0.05 AHARIBO-nP differentially expressed proteins.

**Figure 2—figure supplement 1.**
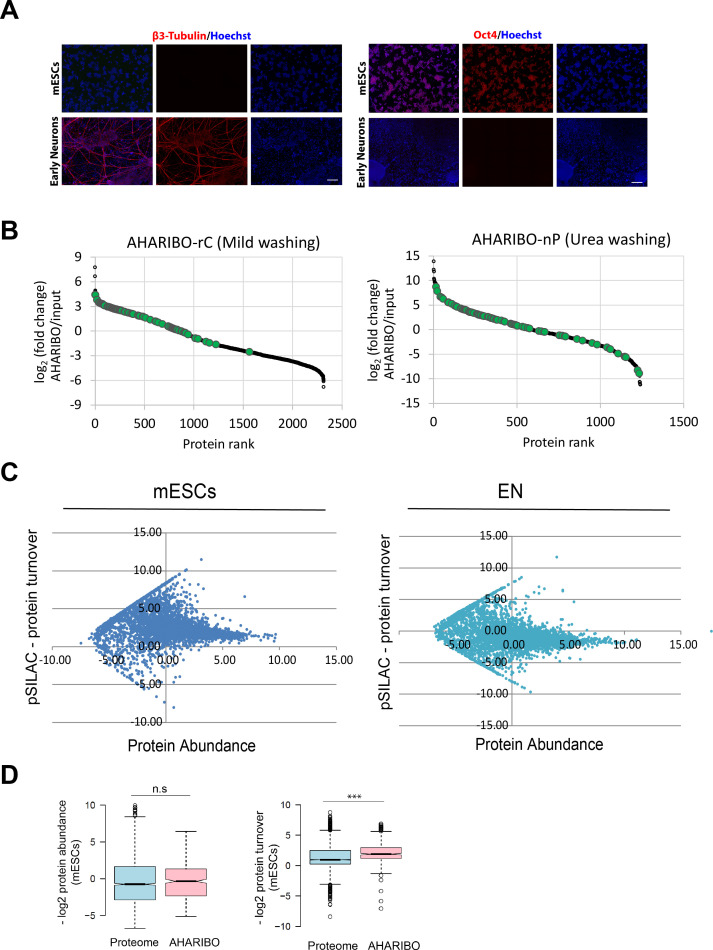
Cell differentiation and additional proteomic analysis. (**A**) Immunofluorescence for mouse embryonic stem cells (mESCs) (Oct4) and neuronal (β3-tubulin) marker expression on self-renewing mESCs and 15DIV mESC-derived neurons. Scale bar 200 μm. (**B**) Rank plot of fold change of full proteome (black dots) and ribosomal proteins (green dots) comparing AHA-mediated RIBOsome isolation (AHARIBO) pulldown versus input samples, mild washing (left), and urea washing (right). Since AHARIBO-rC liquid chromatography-mass spectrometry (LC-MS) analysis might cause an underestimation of the de novo synthesized proteome due to the enrichment of abundant ribosomal proteins, newly synthesized proteins bound to dibenzocyclooctyne (DBCO)-conjugate magnetic beads were separated from ribosome subunits by harsh washing conditions (8 M urea) before tryptic digestion and LC-MS analysis. The effectiveness of the washing procedure was confirmed since no evident enrichment of ribosomal proteins in the pulldown was observed. (**C**) The scatter plots represent protein abundance versus protein turnover in mESCs (left) and early neurons (ENs) (right). (**D**) Normalized protein abundance (left) and turnover distribution (right) as determined by pulsed SILAC (pSILAC) and AHARIBO. ***p-value<0.001.

Quantitative proteomic analysis of ENs versus mESCs (EN/mESC) led to the identification of 2654 differentially expressed proteins (Figure 2B, Figure 2—source data 1). As expected, differentiated cells (EN) showed a reduced turnover compared to mESCs (Figure 2—figure supplement 1C). In parallel, EN and mESC cells were analyzed by AHARIBO-nP, which captured 1365 and 2215 proteins, respectively. Of note, 74% of proteins identified through AHARIBO-nP is in common with the pSILAC dataset. The smaller number of proteins identified with AHARIBO-nP compared to pSILAC is most probably related to the shorter time of incubation with AHA (30 min) compared to pSILAC (24 hr) and is consistent with previous observations from similar pulldown enrichment strategies (Bagert et al., 2014; Rothenberg et al., 2018). Differential expression analysis (EN/mESC) identified 573 proteins (p-value<0.05) in AHARIBO-nP (Figure 2B; Figure 2—source data 2). The GO analysis of differentially expressed proteins showed that proteins involved in cytoskeleton organization and neurogenesis were upregulated (Figure 2C), further confirming the reliability of AHARIBO-nP in monitoring de novo protein expression. We focused on proteins captured by AHARIBO-nP during differentiation (Figure 2C, Figure 2—source data 2) and found that several are known to be expressed during early stages of development of the nervous system (e.g., Map1b, Tubb3, and Dync1h1) (Fiorillo et al., 2014; Gonzalez-Billault et al., 2002; Latremoliere et al., 2018). In addition, we performed AHARIBO-nP pulldown in mESCs double-labeled for pSILAC (24 hr) and AHA (30 min) (Figure 2D). Interestingly, we observed high fold changes of heavy amino acids in AHARIBO-nP (Figure 2E) and a significantly higher protein turnover in the AHARIBO-nP compared to the pSILAC proteins (Figure 2—figure supplement 1D), suggesting that AHARIBO-nP is indeed able to capture the de novo synthesized polypeptides.

Collectively, these results show that AHARIBO-nP captures de novo synthesized proteins and produces meaningful descriptions of phenotypic changes occurring upon cell differentiation. Moreover, these results demonstrate that our AHARIBO-nP protocol is suitable to monitor dynamic changes in protein expression by LC-MS analysis.

### Combination of AHARIBO-rC and AHARIBO-nP: parallel genome-wide analysis of translated RNAs and de novo synthesized proteome

Prompted by previous results, we asked if mRNAs purified using AHARIBO-rC are a good proxy of protein levels. To this aim, we compared AHARIBO-rC RNA and the global translatome with AHARIBO-nP in mESCs during differentiation.

To exclude any bias related to protein length, we checked whether AHARIBO-nP preferentially captures long or short proteins. We plotted the peptide size against the enrichment resulting from AHARIBO-rC compared with the global transcriptome (Figure 3A). This value represents the extent to which AHARIBO-rC RNA differs from the standard method. Our results confirm that AHARIBO captures transcripts encoding for polypeptides in a wide range of length (Figure 3A). Since in all eukaryotes proteins are initiated with a methionine residue and the average protein size in eukaryotes is about 300 aa (Frith et al., 2006), virtually any protein can be captured as soon as the nascent peptide exits the ribosome (i.e., when it reaches a length of about 35–40 aa). In about 70% of the proteome, the N-terminal methionine is co-translationally cleaved when the peptide is at least 50 aa long by the enzyme methionine aminopeptidase (Wild et al., 2020), while the remaining 30% retains the methionine (Martinez et al., 2008). Therefore, there is a reasonable probability for at least one AHA residue to be available for each peptide when the inhibitor of translation (sBlock) is added to the cell medium, enabling the capture of the polypeptide outside the ribosome exit tunnel.

**Figure 3.**
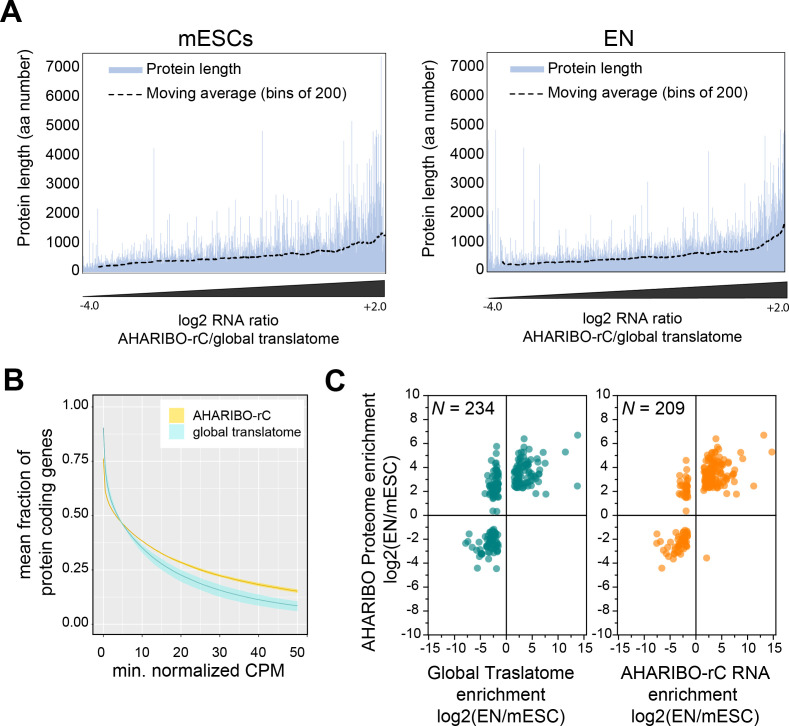
AHARIBO-rC RNA versus de novo proteome analysis. (**A**) Enrichment of a given transcript obtained with AHA-mediated RIBOsome isolation (AHARIBO) versus global translatome (x-axis) as a function of the theoretical protein length (y-axis) for mouse embryonic stem cells (mESCs) (left) and early neurons (ENs) (right). Each bar represents the number of enriched transcripts with the defined theoretical protein length. (**B**) Fraction of coding genes expressed above a minimum threshold in EN. The AHARIBO-rC and global translatome group are represented in yellow and cyan, respectively. For each group, the mean (solid line) and SD (shades) of the fractions for a given count per million (CPM) threshold are calculated over all samples (n = 6) in that group. (**C**) Scatter plot of RNA fold change (global translatome on the left, AHARIBO-rC on the right) compared to protein fold change (AHARIBO-nP) obtained by comparing EN with mESC. N: number of differentially expressed genes (DEGs) with p-value<0.05. Figure 3—source data 1.A table with differentially expressed genes (DEGs) from RNA-seq data comprising logFC, LogCPM, LogFWER, and LogPval.Genes are considered differentially expressed when both log fold changes are higher/smaller than 1.5/−1.5 and False Discovery Rate (FDR)-adjusted p-values are smaller than 0.01. DEGs from RNA-seq data. Figure 3—source data 2.A table with RNA and protein differentially expressed genes (DEGs) from AHARIBO-nP, pSILAC, AHARIBO-rC, and global translatome.Genes are considered differentially expressed when both log fold changes are higher/smaller than 1.5/−1.5 and FDR-adjusted p-values are smaller than 0.01. Proteins are considered differentially expressed when adjusted p-values are smaller than 0.05. RNA and protein DEGs. AHARIBO: AHA-mediated RIBOsome isolation; pSILAC: pulsed SILAC.

**Figure 3—figure supplement 1.**
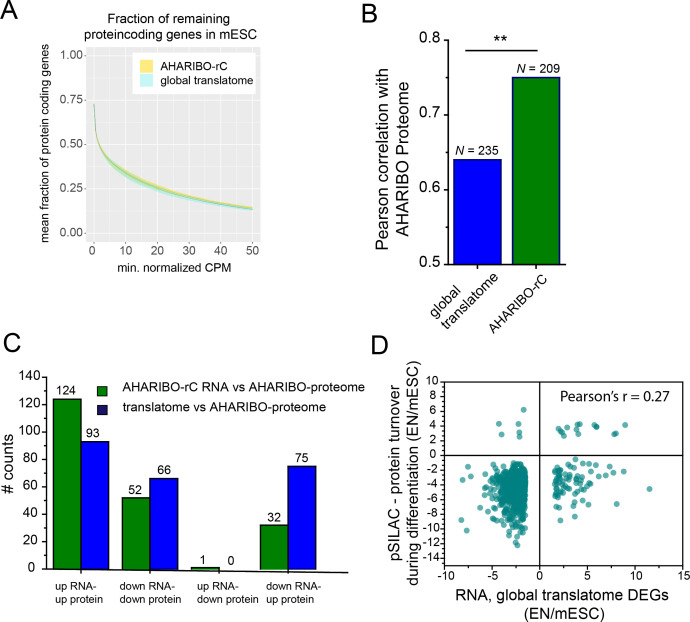
RNA-seq and protein coding RNA analysis. (**A**) Linear plot illustrating the fraction of coding genes (y-axis) expressed above a minimum threshold (x-axis) in mouse embryonic stem cells (mESCs). The AHARIBO-rC and the global translatome group are respectively represented in yellow and cyan as indicated. For each group, the mean (solid line) and the SD (shades) of the fractions for a given count per million (CPM) threshold are calculated over all samples (n = 6) in that group. (**B**) Histogram showing Pearson’s correlation analysis of AHARIBO-nP protein fold change (EN/mESC) determined by mass spectrometry versus global translatome and AHARIBO-rC RNA fold change (EN/mESC) determined by RNA-seq. N: number of differentially expressed genes (DEGs). p-value<0.05. (**C**) Histogram of the number of DEGs (EN/mESCs) up- and downregulated in AHARIBO-rC RNA or global translatome relative to the AHARIBO-nP proteome. (**D**) Scatter plot of RNA fold change (global translatome) compared to protein turnover (pSILAC). AHARIBO: AHA-mediated RIBOsome isolation; EN: early neurons; pSILAC: pulsed SILAC.

To further prove the reliability of our method, we measured the efficiency of AHARIBO-rC to capture coding transcripts compared to a global translatome analysis. Using increasing abundance thresholds in EN, we observed that AHARIBO-rC efficiency is comparable to the global translatome for low abundant transcripts in EN and for all transcripts in undifferentiated mESCs (Figure 3—figure supplement 1A). Strikingly, AHARIBO captures abundant transcripts in EN with much higher efficiency than the global translatome (Figure 3B).

Finally, we tested whether the RNA isolated with AHARIBO-rC can predict the de novo synthesized proteome. After comparing differentially expressed genes (DEGs) during differentiation to the AHARIBO-nP proteome (Figure 3—source data 1), we observed that AHARIBO-rC RNA is a good proxy of the newly synthesized proteome (Pearson’s correlation *r* = 0.75, Figure 3C, Figure 3—figure supplement 1B). In particular, we found that AHARIBO-rC RNA presents less uncoupled genes (up-RNA and down-protein or down-RNA and up-protein) than the global translatome (Figure 3—figure supplement 1C), thus faithfully recapitulating proteome changes. The correlation of the global translatome with the global protein turnover measured with pSILAC shows a Pearson’s *r* = 0.27 (Figure 3—figure supplement 1D, Figure 3—source data 2). This result demonstrates that AHARIBO-nP does reflect the labeling of peptides rather than completely synthesized proteins.

### Combined AHARIBO approaches define the functional role of lncRNAs in translation

Based on the evidence that a combination of AHARIBO approaches can simultaneously detect RNAs under active translation and peptides in the process of being produced, we applied our methods to detect ribosome-associated and translated native lncRNAs.

In AHARIBO-rC data, we identified a total of 687 lncRNA genes in mESCs and about 400 differentially expressed (DE) lncRNAs during neuronal differentiation (Figure 4—figure supplement 1A, Figure 4—source data 1). Among the top five DE lncRNAs (fold change >10; p-value<1×10^−10^), we found *Pantr1* and *Lhx1os*, known to be involved in neuronal development (Biscarini et al., 2018; Carelli et al., 2019). To identify potentially translated lncRNAs, we applied the abundance threshold analysis to the subset of AHARIBO-rC non-coding RNAs in common with a published dataset (n = 270) of lncRNA identified by ribosome profiling data in mESCs (Ingolia et al., 2011; Figure 4—figure supplement 1B). The analysis of 100 lncRNAs in common between the two datasets showed a stronger enrichment of ribosome footprints in the AHARIBO-rC than in the global translatome (Figure 4A, Figure 4—figure supplement 1C). Altogether, these results suggest that a fraction of non-coding transcripts, which is efficiently isolated with AHARIBO-rC, is potentially translated.

**Figure 4.**
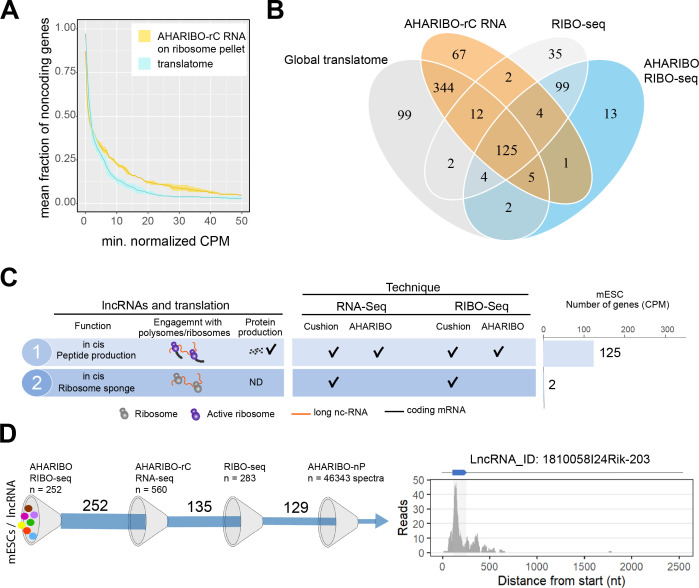
The AHA-mediated RIBOsome isolation (AHARIBO) platform can be used to detect ribosome-interacting long non-coding RNAs (lncRNAs). (**A**) Linear plot illustrating the fraction of non-coding genes expressed above a minimum threshold in early neurons (EN). The AHARIBO-rC and the global translatome group are represented in yellow and cyan, respectively. For each group, the mean (solid line) and the SD (shades) of the fractions for a given count per million (CPM) threshold are calculated over all samples (n = 3) in that group. Expression values are indicated as normalized CPM. AHARIBO-rC was performed on the ribosome pellet after sucrose cushioning. (**B**) Venn diagram of the number of lncRNAs genes with at least 1 CPM identified by RNA-seq, AHARIBO-rC, RIBO-seq, and AHARIBO RIBO-seq. (**C**) Classification of lncRNAs interacting with ribosomes and relative detection through the multiple AHARIBO and standard approaches. ND: no detection of protein synthesis. (**D**) (Left) Schematic representation of the number of mouse embryonic stem cell (mESC) lncRNAs in common between AHARIBO RIBO-seq, AHARIBO-rC RNA, and standard RIBO-seq. These lnRNAs were validated by liquid chromatography-mass spectrometry (LC-MS). (Right) Example of an AHARIBO RIBO-seq ribosome occupancy profile of lncRNA 1810058I24Rik displaying the reads distribution along the entire transcript and the accumulation of reads at the known short open reading frame (shadow area and blue arrow on top). Figure 4—source data 1.A table with the list of long non-coding RNAs (lncRNAs) identified by RNA-seq by RNA-seq in mouse embryonic stem cells (mESCs). Figure 4—source data 2.A table with the list of long non-coding RNAs (lncRNAs) identified by RIBO-seq in mouse embryonic stem cells (mESCs). Figure 4—source data 3.A table with the list of matching peptides from AHA-mediated RIBOsome isolation's (AHARIBO) identified long non-coding RNAs (lncRNAs).

**Figure 4—figure supplement 1.**
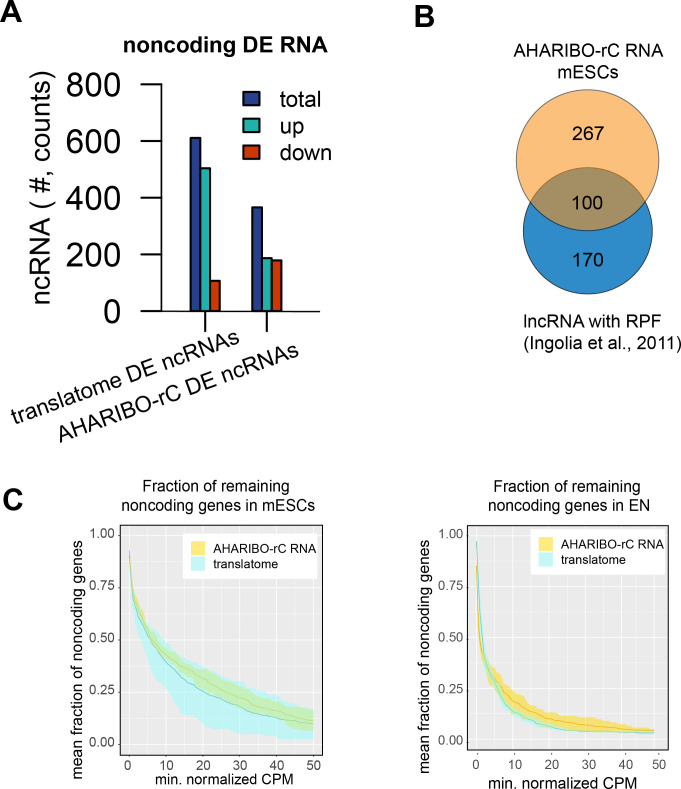
Isolation of long non-coding RNAs (lncRNAs) with AHA-mediated RIBOsome isolation (AHARIBO). (**A**) Number of up- and downregulated differentially expressed non-coding RNAs in the global translatome and AHARIBO-rC RNA. DE: differentially expressed; ncRNA: non-coding RNA. (**B**) Venn diagram representing the number of differentially expressed lncRNAs identified by AHARIBO-rC (orange) and number of lncRNAs with at least 1 count per million (CPM) in Ingolia et al., 2011 (blue). (**C**) Linear plot illustrating the fraction of non-coding genes (y-axis) expressed above a minimum threshold (x-axis) in mouse embryonic stem cells (mESCs) (left) and early neurons (ENs) (right). The AHARIBO-rC and the global translatome group are respectively represented in yellow and cyan as indicated. For each group, the mean (solid line) and the SD (shades) of the fractions for a given CPM threshold are calculated over all samples (n = 6) in that group.

**Figure 4—figure supplement 2.**
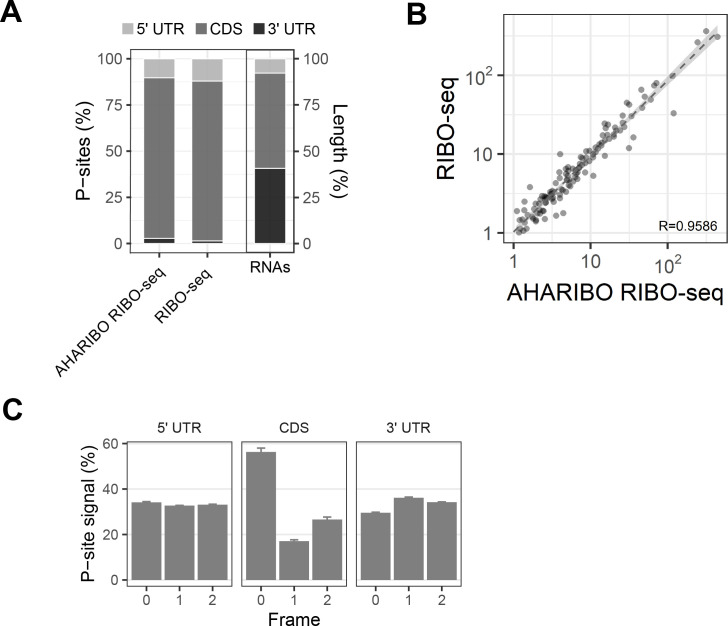
AHA-mediated RIBOsome isolation (AHARIBO) RIBO-seq data. (**A**) Percentage of ribosome P-sites mapping to the 5′ UTR, coding sequence (CDS), and 3′ UTR of mRNA from AHARIBO RIBO-seq and standard RIBO-seq data. The percentage length of each mRNA region is indicated on the right-hand y-axis. (**B**) Data correlation of AHARIBO RIBO-seq and standard RIBO-seq (performed on the input) obtained in mouse embryonic stem cells (mESCs). Results are representative of two independent replicates for each method. (**C**) Percentage of P-sites according to the three reading frames for the 5′ UTR, 3′ UTR, and CDS for AHARIBO RIBO-seq data, reflecting the codon periodicity along the CDS.

**Figure 4—figure supplement 3.**
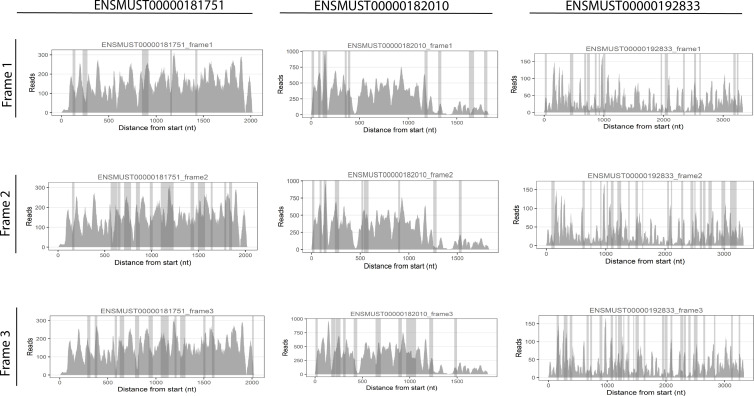
Translated long non-coding RNAs (lncRNAs). Representative data of three different lncRNAs (from left to right) displaying massive hallmarks of translation along the entire transcript. In silico translation in three different frames (from top to bottom) was performed to predict potential peptide. Shadow area: predicted in silico micropeptides. The lncRNA reported are representative of a list of translated lncRNA identified by the combination of AHA-mediated RIBOsome isolation (AHARIBO) approaches (between brackets the unique peptide or the number of putative peptides predicted): ENSMUST00000051089 (NSFVNDIFER), ENSMUST00000181328 (KIDNQINLPK), ENSMUST00000181149 (KINQLQNMVKDNK), ENSMUST00000099446 (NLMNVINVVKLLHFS), ENSMUST00000180524 (MSPSQLLELKRNQ), ENSMUST00000182499 (VCVALIINICHIMI), ENSMUST00000134140 (NGGGLLMSYVIK), ENSMUST00000180432 (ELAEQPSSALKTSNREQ), ENSMUST00000181251 (QLTDNQRVNQKA), ENSMUST00000179344 (KELQLK), ENSMUST00000181443 (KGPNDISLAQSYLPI), ENSMUST00000071101 (KNNPPPQNAKPK), ENSMUST00000180407 (IELRENLQTY), ENSMUST00000180489 (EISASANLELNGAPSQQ), ENSMUST00000188038 (LALEELR), ENSMUST00000149246 (LLLPGVIK), ENSMUST00000180396 (23), ENSMUST00000181751 (61), ENSMUST00000182010 (43), ENSMUST00000192833 (94), ENSMUST00000200021 (27), ENSMUST00000223012 (86).

To understand if and how lncRNAs interact with ribosomes, we performed ribosome profiling experiments after AHARIBO pulldown (named AHARIBO RIBO-seq), with parallel standard RNA-seq (on inputs) analysis in mESCs. 

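The ribosome profiling data analysed here came from mouse embryonic stem cells (mESCs), pluripotent cells of the early embryo grown in culture. Cells were treated with cycloheximide, which blocks elongation, and the lysates were digested with 1.3 U of RNase I for 45 min, so that RNA protected by ribosomes remained. In standard RIBO-seq (3 libraries, performed on the input), ribosomes were pelleted through a 30% sucrose cushion. In AHARIBO RIBO-seq (2 libraries), nascent peptides carrying the methionine analogue AHA were linked to biotin in the lysate and captured on magnetic beads, and the methods describe no cushion for these libraries. The methods give 250 µM AHA for 30 min for the RNA-seq and proteomics of mESCs and do not restate a dose for RIBO-seq. The deposited labels call all 5 libraries untreated. The legend of Figure 4—figure supplement 2 places standard RIBO-seq on the input, which the legend of Figure 1 describes, for another experiment, as a lysate containing AHA. For both methods, gel-selected fragments of 25 to 35 nt were sequenced in single-end runs of 50 bp.
The authors discarded reads shorter than 20 nt, removed reads matching rRNA and tRNA, aligned the rest to the Gencode M17 transcripts with STAR, removed antisense and duplicate reads, and deposited the number of reads on each of 135276 transcripts. The paper's text does not say how a read matching several transcripts was counted, so transcripts of one gene, or of genes with shared sequence, are not independent measurements. After removal of duplicates, the standard RIBO-seq libraries held 8992773, 9110668 and 6403651 reads in replicates 1, 2 and 3. The AHARIBO RIBO-seq libraries held 11150527 and 9972892 reads in replicates 1 and 2. These totals count a read again for each transcript it was assigned to, if reads were counted more than 1 time. That some were is likely, since 2 transcripts of D030068K23Rik had identical counts in all 5 libraries (10, 4, 3, 10 and 4). Summing only the most abundant transcript of each gene gave between 2489668 and 4189446 reads per library. Duplicate removal had taken 43.3% to 43.8% of the reads in standard RIBO-seq, 47.7% in AHARIBO RIBO-seq replicate 1 and 44.9% in replicate 2. Protein-coding genes held 88.4% to 90.0% of the reads in each library. All shares of reads given here are of counts summed over transcripts. Genes with many transcripts that share reads can therefore weigh more in them than in distinct reads. Gene names, gene types and coordinates were taken from Gencode M21 (GRCm38), in which 99.8% of the deposited transcripts were found by identifier. Long non-coding RNAs (lncRNAs) are here the genes annotated as lincRNA, bidirectional promoter lncRNA or lncRNA.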

For protein-coding genes, both standard and AHARIBO RIBO-seq show an enrichment of RPFs in the coding sequence (Figure 4—figure supplement 2A). The two datasets show high correlation (Figure 4—figure supplement 2B) and the expected codon periodicity in the coding sequence in AHARIBO RIBO-seq (Figure 4—figure supplement 2C). These results further confirm the capability of AHARIBO in capturing ribosomes. 

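Mean CPM per transcript was compared between the methods on the log2 scale, over transcripts with at least 1 CPM in a library of each method. Pearson's r across the 358 lncRNA transcripts that passed was 0.953, and Spearman's rho was 0.921. Across all 61874 transcripts that passed, r was 0.986. These coefficients run across transcripts, which are not independent replicates, and therefore carry no p-value. Between single libraries of different methods, r over the lncRNA transcripts ranged from 0.917 to 0.952 in 6 pairs. The 3 pairs of standard RIBO-seq libraries gave 0.955 to 0.969 and the pair of AHARIBO RIBO-seq libraries gave 0.964, so libraries of different methods were less alike than libraries of one method. Over all transcripts the pairs between methods gave 0.970 to 0.981, against 0.979 to 0.984 within standard RIBO-seq and 0.985 within AHARIBO RIBO-seq. The legend of Figure 4—figure supplement 2 describes 2 replicates per method and does not identify which, and all 3 standard libraries were used here. The alternative that moved r over lncRNA transcripts most left out those sharing sequence with protein-coding transcripts or located in or beside the 18S rRNA sequence on chromosome 17, and gave 0.899 over 194 transcripts. That alternative was chosen after the data were seen.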

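Differences between the methods were tested with edgeR's quasi-likelihood test on the counts of the 66972 transcripts with at least 1 CPM in at least one library. In total 3021 transcripts had a Benjamini-Hochberg adjusted p under 0.05, of which 1520 were higher and 1501 lower in AHARIBO RIBO-seq, and 373 of them changed more than 2-fold. Without adjustment, 12536 transcripts had p under 0.05. Among the 3021, both AHARIBO RIBO-seq libraries lay above all 3 standard libraries in 1492 and below them in 1474. These transcripts were selected by a test between the same groups, so the separation is no further evidence. Over all transcripts tested, the groups did not overlap in 33.8%, where chance gives 20%. The choice of test moved this count strongly, since DESeq2 with its own size factors called 223 transcripts, all of them among the 3021. At the threshold that the paper uses for RNA-seq, a log2 fold change past 1.5 and an adjusted p of 0.01 or less, 105 transcripts remained from the edgeR test, 83 higher and 22 lower.
The transcripts that rose most, among those with an adjusted p under 0.05 in the edgeR test and no overlap of the groups, were Mir1291 (log2 fold change 4.59), Snora34 (4.54), Gm23925 (4.31), n-R5s62 (4.26) and the Tug1 transcript ENSMUST00000226545.1 (4.18). All 5 had at most 3 counts in every standard RIBO-seq library, and against that floor they were at least 3.44-, 3.29-, 2.85-, 6.98- and 2.59-fold higher, respectively. Mir1291 and Snora34 overlap on chromosome 15, where one read can count for both, and none of the 5 had an adjusted p under 0.05 with DESeq2. The transcripts that fell most were Myo6 ENSMUST00000183377.1 (log2 fold change -2.55), Ampd3 ENSMUST00000148292.1 (-2.44), the pseudogene Gm10222 (-2.19), the mitochondrially encoded mt-Nd4l (-2.19) and the pseudogene Gm28661 (-2.05). Myo6 and Ampd3 had at most 3 counts in both AHARIBO RIBO-seq libraries, were at least 4.20- and 3.82-fold lower against that floor, and lost significance with DESeq2. Gm10222 had 3.46 ± 0.191 CPM (SD, n = 2) in AHARIBO RIBO-seq and 16.0 ± 1.46 CPM (SD, n = 3) in standard RIBO-seq, and mt-Nd4l had 3.51 ± 0.262 CPM (SD, n = 2) and 16.2 ± 1.59 CPM (SD, n = 3). Their log2 fold changes had a standard error of 0.16 and an adjusted p of 3.44e-15 each from edgeR's quasi-likelihood test. Since 98.9% of the sequence of mt-Nd4l also occurs in transcripts of other genes, its reads and those of pseudogenes cannot be told apart. In standard RIBO-seq replicates 1 to 3 and AHARIBO RIBO-seq replicates 1 and 2, mt-Nd4l had 142, 134, 113, 38 and 37 counts. Gm10222 had 139, 134, 111, 38 and 36, so the 2 falls are not separate evidence.
The paper reasons from the position of footprints in coding sequences, the correlation between the methods and the codon periodicity, and concludes that AHARIBO captures ribosomes. Footprint positions within transcripts were not analysed here.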

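Footprints on lncRNAs were counted by the paper's rule of at least 1 CPM in at least one replicate. By gene type, 399 lncRNA transcripts passed in AHARIBO RIBO-seq, belonging to 266 genes. The paper's list (Figure 4—source data 2) holds transcripts of 272 genes, and the mean CPM computed here over the 2 AHARIBO RIBO-seq libraries divided by the listed value was 1.00 for each of these transcripts. Of the listed transcripts, 391 are lncRNAs by the gene types used here, 331 had at least 1 CPM in both AHARIBO RIBO-seq libraries and 365 had at least 1 CPM in a standard RIBO-seq library.
LncRNA transcripts held 0.441% and 0.580% of the counts summed over transcripts in AHARIBO RIBO-seq replicates 1 and 2, a mean of 0.511% ± 0.0983 (SD, n = 2). The share of distinct reads can differ from this. In standard RIBO-seq replicates 1, 2 and 3 they held 0.422%, 0.424% and 0.503%, a mean of 0.450% ± 0.0461 (SD, n = 3). The difference of 0.0611 percentage points was within the spread between replicates (two-sided exact permutation test of the libraries, p = 0.5, where the smallest p that 2 libraries against 3 allow is 0.1). These reads were concentrated on few transcripts. The 6 transcripts with many putative peptides in Figure 4—figure supplement 3 held 38.9% to 51.9% of the lncRNA reads of a library. Gm42418 and AY036118, which overlap the 18S rRNA sequence on chromosome 17, held 16.6%, 17.1% and 25.9% in standard RIBO-seq replicates 1, 2 and 3, and 17.5% and 33.3% in AHARIBO RIBO-seq replicates 1 and 2. The 2 transcripts of Gm26917, which end 13 and 109 nt before that sequence, held 1.97%, 2.19% and 1.30%, and 5.46% and 4.41%. Including all 4, between 72.4% and 77.9% of the lncRNA reads of each library were on transcripts that share sequence with protein-coding transcripts on either strand or lie in or beside that rRNA sequence.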

With AHARIBO RIBO-seq, we identified a list of lncRNAs covered by ribosome footprints (Figure 4—source data 2). 

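In standard RIBO-seq, 439 lncRNA transcripts of 293 genes had at least 1 CPM in at least one replicate. Both RIBO-seq methods detected 246 lncRNA genes, 20 were detected only by AHARIBO RIBO-seq and 47 only by standard RIBO-seq. Standard RIBO-seq has 3 libraries in which a gene can pass, against 2. With 1 CPM required in every replicate the imbalance reversed, to 214 genes in AHARIBO RIBO-seq and 202 in standard RIBO-seq, 28 and 16 of them in 1 method only. Without standard RIBO-seq replicate 3 it also reversed, to 266 and 260 genes, 27 and 21 of them in 1 method only, but not without replicate 1 or replicate 2. Of the 246 shared genes, 132 are also among the 687 lncRNA genes that the paper lists from RNA-seq (Figure 4—source data 1) and attributes in its text to AHARIBO-rC. The RNA-seq list is the authors' own and was not re-derived. A threshold of 0.5 CPM, the alternative that moved these counts most upwards, gave 401 genes in AHARIBO RIBO-seq, 441 in standard RIBO-seq and 182 genes shared with each other and with the RNA-seq list.
Levels on lncRNAs were also compared between the methods. Of 480 lncRNA transcripts tested, 42 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, 27 higher and 15 lower in AHARIBO RIBO-seq, and 18 of these changed more than 2-fold. Adjusted over the lncRNA transcripts alone, 59 passed. DESeq2 called 9 lncRNA transcripts, all higher in AHARIBO RIBO-seq. These counts include several transcripts of 1 gene, which can share reads. With 1 transcript per gene, 23 of 311 passed in the edgeR test, 15 higher and 8 lower. As a set, lncRNA transcripts did not shift relative to all other transcripts (two-sided camera test of limma, p = 0.497, n = 480 transcripts, direction up in AHARIBO RIBO-seq, difference of the median log2 fold changes -0.021). By gene type, the 436 lincRNA transcripts had a median log2 fold change of 0.017, with 26 higher and 11 lower in the edgeR test. The 44 bidirectional promoter lncRNA transcripts had a median of -0.40, with 1 higher and 4 lower. Genes annotated as antisense, such as Tug1, or as processed transcript are outside the lncRNA set and count among the other transcripts. The 672 antisense transcripts had a median of -0.15, with 17 higher and 49 lower. The 455 transcripts of processed transcript genes had a median of -0.060, with 30 higher and 16 lower. No difference between gene types was tested.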

By intersecting our AHARIBO RIBO-seq data with those obtained from standard methods (RIBO-seq and RNA-seq after sucrose cushioning) or AHARIBO-rC, we identified 125 common putative translated lncRNAs (Figure 4B). Some of these lncRNA (n = 19) are known to be translated in mouse tissue (van Heesch et al., 2019). The vast majority of these lncRNAs do not have a known function. 

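9330151L19Rik has 1 transcript in the deposited counts, ENSMUST00000181850.2, on chromosome 12 from 69197211 to 69199867 (GRCm38), annotated as a bidirectional promoter lncRNA. In 41.8% of its length it shares sequence with the opposite strand of Dnaaf2. It had 0.412 ± 0.159 CPM (SD, n = 2) in AHARIBO RIBO-seq and 0.741 ± 0.320 CPM (SD, n = 3) in standard RIBO-seq. Its log2 fold change was -0.73 (standard error 0.69, adjusted p = 0.62 from edgeR's quasi-likelihood test). The only library in which it reached 1 CPM was standard RIBO-seq replicate 3, with 7 counts (1.11 CPM). The AHARIBO RIBO-seq replicates held 6 and 3 counts, and standard RIBO-seq replicates 1 and 2 held 5 counts each.
Gm9776, also a bidirectional promoter lncRNA, has 2 transcripts on chromosome 13, ENSMUST00000059598.2 from 94355839 to 94358818 and ENSMUST00000221110.1 from 94356747 to 94358923. The longer one had 0.337 ± 0.229 CPM (SD, n = 2) in AHARIBO RIBO-seq and 1.13 ± 1.09 CPM (SD, n = 3) in standard RIBO-seq, a log2 fold change of -1.58 (standard error 0.71, adjusted p = 0.21 from the same edgeR test). The shorter one had 0.475 ± 0.176 CPM (SD, n = 2) and 1.22 ± 1.15 CPM (SD, n = 3), a log2 fold change of -1.19 (standard error 0.63, adjusted p = 0.31 from the same edgeR test). Both passed 1 CPM only in standard RIBO-seq replicate 3, with 15 and 16 counts (2.38 and 2.54 CPM). For both genes the replicates of the 2 methods therefore differed by less than the edgeR test can separate at this depth, at which 3 counts are 0.262 to 0.476 CPM depending on the library.

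**Figure D1:**
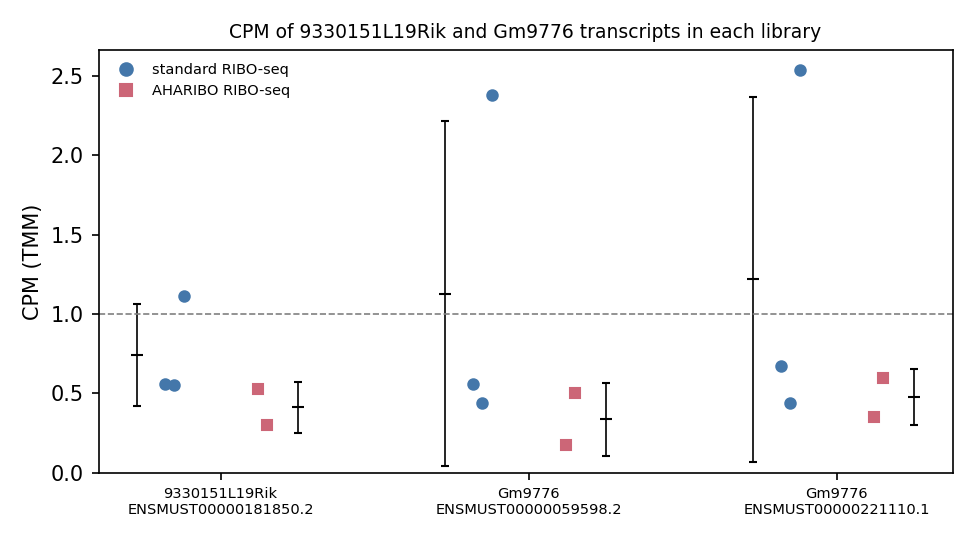
CPM after TMM normalization (y-axis) of the 9330151L19Rik transcript and the 2 Gm9776 transcripts (x-axis) in each of the 3 standard RIBO-seq libraries (circles) and 2 AHARIBO RIBO-seq libraries (squares), with the mean and SD of each method as bars and 1 CPM as a dashed line. Standard RIBO-seq replicate 3 is the only library above the line, at 1.11, 2.38 and 2.54 CPM.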

Two of the identified lncRNAs (9330151L19Rik and Gm9776) were detected only by standard RIBO-seq and RNA-seq but not with AHARIBO (Figure 4C). This result may be due to the absence of translation events (i.e., transcripts loaded with idle ribosomes). Next we validated the coding potential of lncRNAs that are in common between AHARIBO and standard RIBO-seq (Figure 4D). We translated in silico the transcripts in all frames to find potential ORFs with a canonical start codon (AUG). Translated sequences were semi-trypsin-digested in silico and then manually annotated to find confident matching spectra from the AHARIBO-nP protein dataset. Out of the about 46,000 collected spectra (Figure 4—source data 3), our MS-based proteomics analysis detected peptides with highly corresponding ribosome footprints (e.g., Gm42743, Gm26518, B230354K17Rik, D030068K23Rik, 1810058I24Rik). 

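Footprint counts were examined for the transcripts of these genes. Gm42743 (ENSMUST00000051089.3, chromosome 3 from 96269721 to 96279001) had 61.1 ± 8.14 CPM (SD, n = 2) in AHARIBO RIBO-seq and 68.1 ± 8.19 CPM (SD, n = 3) in standard RIBO-seq, a log2 fold change of -0.15 (standard error 0.09, adjusted p = 0.37 from edgeR's quasi-likelihood test). It shares 13.4% of its sequence with Hist2h2bb on the same strand, so part of its reads can belong to that gene. Gm26518 (ENSMUST00000181328.1, chromosome 15 from 102455526 to 102483722) had 16.9 ± 0.850 CPM (SD, n = 2) and 20.1 ± 0.610 CPM (SD, n = 3), a log2 fold change of -0.25 (standard error 0.11, adjusted p = 0.19 from the same edgeR test). In 12.5% of its length it shares sequence with the opposite strand of Pcbp2. B230354K17Rik (ENSMUST00000181149.1, chromosome 17 from 45433852 to 45442544) was higher in AHARIBO RIBO-seq, at 4.25 ± 0.199 CPM (SD, n = 2) against 2.42 ± 0.302 CPM (SD, n = 3), a log2 fold change of 0.83 (standard error 0.23, adjusted p = 0.028 from the same edgeR test). With DESeq2 the adjusted p of this difference was 0.65. D030068K23Rik was low in both methods, and its most abundant transcript (ENSMUST00000180524.7, chromosome 8 from 109075222 to 109253639) had 0.725 ± 0.460 CPM (SD, n = 2) in AHARIBO RIBO-seq and 0.838 ± 0.461 CPM (SD, n = 3) in standard RIBO-seq. That difference, a log2 fold change of -0.15 (standard error 0.58, adjusted p = 0.93 from the same edgeR test), was not detectable at this depth.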

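1810058I24Rik, whose AHARIBO RIBO-seq profile is drawn in Figure 4D, lies on the forward strand of chromosome 6 (GRCm38) and is annotated as a lincRNA. Its transcript ENSMUST00000152147.7, from 35252654 to 35263496, is 2521 nt long and contains 1 open reading frame of 47 codons before the stop codon. The frame runs from nucleotide 115 to 258 of the transcript, from position 35252768 in exon 1 to position 35261233 in exon 3. Its sequence is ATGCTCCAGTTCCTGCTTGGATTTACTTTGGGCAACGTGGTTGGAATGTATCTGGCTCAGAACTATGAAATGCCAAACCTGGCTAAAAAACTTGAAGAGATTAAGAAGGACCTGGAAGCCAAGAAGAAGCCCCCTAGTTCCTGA, which encodes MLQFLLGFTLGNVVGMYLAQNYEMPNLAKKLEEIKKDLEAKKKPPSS. Footprints on this transcript amounted to 7.60 ± 1.99 CPM (SD, n = 2) in AHARIBO RIBO-seq and 7.40 ± 0.495 CPM (SD, n = 3) in standard RIBO-seq, a log2 fold change of 0.04 (standard error 0.16, adjusted p = 0.92 from edgeR's quasi-likelihood test). The gene's other transcripts had mean values of 5.59 and 5.28 CPM in AHARIBO RIBO-seq against 5.48 and 4.95 CPM in standard RIBO-seq. All of these differences were smaller than the spread between replicates. The deposited counts are totals per transcript and do not show where on the transcript the footprints lay.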

From the list of 129 lncRNAs that are in common among all AHARIBO protocols and standard RIBO-seq (Figure 4D), we identified by MS analysis a micropeptide (Mm47) of 47 aa (Figure 4D) at a high degree of confidence. This micropeptide derives from a lncRNA expressed in murine macrophages, and recently characterized by an independent group (Bhatta et al., 2020) as a relevant peptide able to modulate the innate immunity in mice. Several other lncRNAs show high confidence of translation events with in silico prediction even if they were not perfectly matching our proteomic spectra (Figure 4—figure supplement 3), paving the way for a better characterization of translatable lncRNA that has not been reported before. These results, combined with (1) AHARIBO’s efficiency in detecting an ectopically expressed micropeptide (TUG1-BOAT) and (2) concordance with recently published data, prove that our approach could be useful to unravel translation events in lncRNAs that are misannotated as non-coding. 

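The legend of Figure 4—figure supplement 3 names 22 lncRNA transcripts. All 22 had at least 1 CPM in at least one AHARIBO RIBO-seq library, and 19 had it in at least one standard RIBO-seq library. Their mean CPM in AHARIBO RIBO-seq ranged from 0.725 to 812. By edgeR's quasi-likelihood test, 4 were higher and 2 lower in AHARIBO RIBO-seq at an adjusted p under 0.05, and 16 did not pass. Mir17hg was among the higher (log2 fold change 1.08, adjusted p = 0.0078 from that test). Gm5784 was among the lower (log2 fold change -0.65, adjusted p = 0.034 from that test). Neither was followed under other processing.
The 6 transcripts with many putative peptides were the most abundant of the 22. Gm42418 had 812 ± 462 CPM (SD, n = 2) in AHARIBO RIBO-seq and 561 ± 199 CPM (SD, n = 3) in standard RIBO-seq, and AY036118 had 528 ± 367 CPM (SD, n = 2) and 360 ± 152 CPM (SD, n = 3). The groups overlapped for both. Gm42418 still passed the threshold (log2 fold change 0.54, adjusted p = 0.036 from edgeR's quasi-likelihood test), but its adjusted p with DESeq2 was 0.99. AY036118 did not pass (adjusted p = 0.070 from the same edgeR test). It passed with library size in place of TMM (0.041), with the replicate number as a block (1.6e-05) and without standard RIBO-seq replicate 3 (0.00052). Without standard RIBO-seq replicate 1 or 2 it did not pass (0.34 and 0.17). On chromosome 17, AY036118 lies entirely, and Gm42418 for 68.0% of its length, within a sequence annotated by RefSeq as 18S ribosomal RNA (39846354 to 39848202). Gm26917 (ENSMUST00000192833.1, chromosome 17 from 39843013 to 39846341), which ends 13 nt before that sequence, had 190 ± 12.0 CPM (SD, n = 2) in AHARIBO RIBO-seq and 71.2 ± 10.0 CPM (SD, n = 3) in standard RIBO-seq. Its log2 fold change of 1.41 (standard error 0.08, adjusted p = 1.13e-18 from edgeR's quasi-likelihood test) was larger than the spread between replicates. Whether its reads come from translated lncRNA or from leftover ribosomal RNA was not tested.
Gm26825 had 494 and 531 mean CPM in AHARIBO RIBO-seq and standard RIBO-seq, Gm47882 had 186 and 193, and Gm26619 had 136 and 171. Of these 3, Gm26619 passed the threshold (log2 fold change -0.33, adjusted p = 0.0095 from edgeR's quasi-likelihood test). It did not pass with DESeq2, or in the edgeR test with the replicate number as a block (adjusted p = 0.16). All 3 share sequence with protein-coding transcripts on the opposite strand, Gm26825 in 87.3% of its length with Hspa8, Gm26619 in 49.6% and Gm47882 in 30.3%. Of the 16 transcripts with a single peptide, 7 share at least 10% of their length with a protein-coding transcript. Gm26778 shares 99.3% with the opposite strand of Kctd12, Gm26847 61.6% with that of Mip and A930024N18Rik 19.3% with that of Dll1. On the same strand E430024I08Rik shares 30.7% with Zfp825 and 2410018L13Rik 21.2% with 9030624G23Rik. Gm42743 and Gm26518 are the other 2.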

Altogether, our data confirm that our three diverse and complementary AHARIBO approaches represent a unique method to identify ribosome-associated and translated RNAs.

## Discussion

LncRNAs localize in the nucleus or in the cytoplasm. In the nucleus, they modulate transcription, pre-mRNA splicing, or act as scaffold for protein interaction during chromatin organization (Sun et al., 2018). In the cytoplasm, the majority of lncRNAs is associated with polysomes (Carlevaro-Fita et al., 2016), where they either can or cannot produce proteins (Chen et al., 2020; Ingolia et al., 2011). Numerous lncRNAs are misannotated as non-coding but contain short ORFs encoding for micropeptides with biological relevance in cancer (D'Lima et al., 2017; Huang et al., 2017), bone development (Galindo et al., 2007), immunity (van Solingen et al., 2018), metabolism (Magny et al., 2013; Nelson et al., 2016), and DNA repair (Slavoff et al., 2014). Different methodological approaches have been developed to quantify the variations of RNA abundance by sequencing or imaging techniques (Blumberg et al., 2019; Jao and Salic, 2008; Morisaki et al., 2016; Wu et al., 2016), RNA engagement with the translational machinery by RIBO-seq or polysomal profiling (Arava et al., 2003; Clamer et al., 2018; Eden et al., 2011; Taniguchi et al., 2010), and protein synthesis by mass spectrometry or metabolic labeling (Aviner et al., 2013; Dieterich et al., 2006; Schwanhäusser et al., 2009; Yan et al., 2016). Despite these advantages, available technologies hardly capture in a single experiment the dynamics of translation across multiple biological conditions, the translation of unannotated coding transcripts, and translation-related functions of lncRNAs. Now that it is widely accepted that a portion of the genome annotated as non-coding can result in a complex transcriptome partially engaged with ribosomes (Chen et al., 2020; Djebali et al., 2012; Iyer et al., 2015), RNA sequencing and ribosome profiling should include micropeptide detection.

Our data show that AHARIBO serves as a flexible tool to detect translated RNAs, identify lncRNAs bound to elongating ribosomes, and detect de novo synthesized proteins. The intersection of standard RIBO-seq, RNA-seq, and AHARIBO approaches allowed us to identify translated lncRNAs. We demonstrated that AHARIBO is efficient in capturing short translated open reading frames, both native or ectopically expressed. Although LC-MS technologies are not as sensitive as RNA sequencing, we successfully identified a mouse-specific micropeptide reported to originate from a native lncRNA ORF, confirming the effectiveness of AHARIBO. To overcome existing limitations in LC-MS detection, many other translation events on lncRNAs can be predicted combining AHARIBO approaches with in silico translation of the identified leads. This approach would likely allow to selectively validate a list of still uncharacterized lncRNAs. Although the unlabeled background cannot be avoided, a pre-cleaning of the cell lysate with a cushioning step can help to increase the resolution with difficult samples. Moreover, a puromycin treatment instead of sBlock could be added as control in proteomic experiments. A unique feature of AHARIBO is the possibility to simultaneously isolate ribosomes, RNA engaged with ribosomes, and the corresponding proteins produced. Besides the versatility of the method, AHA labeling has the advantage of minimal interference with protein synthesis (Hodas et al., 2012; Tom Dieck et al., 2012).

The most prominent limitation of the method relies on the methionine starvation required for efficient AHA incorporation (Calve et al., 2016; Hodas et al., 2012; Saleh et al., 2019). This step can modify the physiological conditions of the cell and needs to be taken into consideration when planning experiments requiring certain stimuli (e.g., drug treatment) during methionine depletion. The conditions used in the AHARIBO protocol give robust protein labeling, but AHA concentration can be conveniently tuned based on specific cell types or biological questions. Additionally, we observed that there are still challenges for LC-MS verification of putative lncRNA peptides identified with AHARIBO. Of note, a potential contribution from background signal needs to be taken into consideration in LC-MS and Ribo-seq analysis.

With AHARIBO we introduce a strategy for the selective isolation of active ribosomes using the nascent peptide chain as bait for a more comprehensive interrogation of lncRNA biology and proteogenomic studies. Overall, we provide evidence that AHARIBO is a comprehensive and reliable toolkit suitable for downstream parallel RNA-seq, RIBO-seq, and LC-MS analysis, empowering scientists to shed light on the functional complexity of translation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	Papillomavirus-related endocervical adenocarcinoma	ATCC	RRID:CVCL_0030	
Cell line (*Mus musculus*)	46C embryonic stem cells	ATCC	RRID:CVCL_Y482	Quattrone A. Lab. (CIBIO)
Antibody	Anti-β3-tubulin (mouse monoclonal)	Promega	Cat. #G712A RRID:AB_430874	(1:2000)
Antibody	Anti-Oct4 (mouse monoclonal)	Santa Cruz Biotechnologies	Cat. #SC 5279 RRID:AB_628051	(1:2000)
Antibody	Anti-human RPL26 (rabbit polyclonal)	Abcam	Cat. #ab59567 RRID:AB_945306	(1:2000)
Antibody	Anti-human RPS6 (rabbit polyclonal)	Abcam	Cat. #ab40820 RRID:AB_945319	(1:2000)
Antibody	Anti-human beta actin (rabbit polyclonal)	Abcam	Cat. #ab8227 RRID:AB_2305186	(1:2000)
Recombinant DNA reagent	WT TUG1-BOAT (plasmid)	PMID:32894169		
Recombinant DNA reagent	Δ TUG1-BOAT (plasmid)	This paper		See 'Materials and methods section: 'TUG1-BOAT ectopic expression and qPCR’
Recombinant DNA reagent	+1Met TUG1-BOAT (plasmid)	This paper		See 'Materials and methods' section: 'TUG1-BOAT ectopic expression and qPCR’
Peptide, recombinant protein	Precision Protein StrepTactin-HRP Conjugate	BioRad	Cat. #1610380	(1:5000)
Chemical compound, drug	L-Arginine-13C6,15N4 hydrochloride	Sigma-Aldrich	Cat. #608033	
Chemical compound, drug	L-Lysine-13C6,15N2 hydrochloride	Sigma-Aldrich	Cat. #608041	
Chemical compound, drug	L-Azidohomoalanine (Click-IT AHA)	Invitrogen	Cat. #C10102	
Chemical compound, drug	Dibenzocyclooctyne-PEG4-biotin conjugate	Sigma-Aldrich	Cat. #760749SML1656	
Chemical compound, drug	sBlock	IMMAGINA BioTechnology	Cat. #SM8	
Chemical compound, drug	Puromycin	Sigma-Aldrich	Cat. #P8833	
Chemical compound, drug	Cycloheximide	Sigma-Aldrich	#C4859	
Chemical compound, drug	Lipofectamine 3000 Transfection Reagent	Thermo Fisher Scientific.	Cat. #L3000001	
Chemical compound, drug	Mag-DBCO beads	IMMAGINA BioTechnology	Cat. #MDBCO	
Chemical compound, drug	eMagSi-cN beads	IMMAGINA BioTechnology	#018-eMS-001	
commercial assay or kit	SMART-Seq Stranded Kit	Takara	Cat. #634443	
Commercial assay or kit	SuperScript III Reverse Transcriptase	Thermo Fisher	Cat. #18080044	
Commercial assay or kit	Kapa Probe Fast Universal qPCR Kit	Kapa Biosystems	#KK4702	
Software, algorithm	Image analysis	ImageJ	RRID:SCR_003070	
Software, algorithm	Statistical package	edgeR	RRID:SCR_012802	

### Cell culturing and treatments

For protocol development, optimization, and validation, HeLa cells were used. HeLa cells were maintained on adherent plates in Dulbecco's modified Eagle's medium (DMEM; EuroClone #ECM0728L) supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 100 units/mL penicillin, and 100 µg/mL streptomycin at 37°C, 5% CO_2_. For passaging, cells were washed with 1× Phosphate-Buffered Saline (PBS), detached using 0.25% trypsin-EDTA, and spun down at 260 × *g* for 5 min.

For treatments, 250,000–400,000 HeLa cells per well were seeded in six-well plates and grown to 80% confluence. At the time of treatment, culture medium was removed and cells were washed once with warm 1× PBS. Subsequently, cells were incubated with Dulbecco's modified Eagle's limiting medium (DMEM-LM; Thermo Scientific #30030) supplemented with 10% fetal bovine serum and 800 µM L-leucine for 40 min to deplete methionine reserves. Methionine-free medium was then supplemented with L-azidohomoalanine (Click-IT AHA; Invitrogen #C10102) at a final concentration of 250 µM and incubation time (ranging from 10 min to 120 min; 30 min set as incubation time for the protocol). Cells were then treated with 1× sBlock (IMMAGINA BioTechnology, catalog no. #RM8; sBlock is an anisomycin-containing proprietary reagent) for 10 min. Then, six-well plates were placed on ice, medium was removed, and cells were washed once with cold 1× PBS supplemented with 1× sBlock. After removing residual PBS with a pipette, hypotonic lysis buffer (0.01 M NaCl, 0.01 M MgCl_2_, 0.01 M Tris-HCl, 1% Tx-100, 1× sBlock, 1% sodium deoxycholate, 5 units/mL DNAse I [Thermo Scientific #89836], 200 units/mL RiboLock RNase Inhibitor [Thermo Scientific #EO0381], 1× Protease Inhibitor Cocktail [Cell Signaling Technology #5871S]) was added to each well, and cells were lysed with the aid of a scraper. After hypotonic lysis, nuclei and cellular debris were removed by centrifuging at 18,000 × *g*, 4°C for 5 min. For quantification of the total absorbance value of cell lysates, the absorbance was measured (260 nm) using a Nanodrop ND1000 UV-VIS Spectrophotometer. Lysates were aliquoted and processed directly or stored at −80°C.

Arsenite pre-treatment was performed by adding sodium arsenite (Sigma-Aldrich #S7400) at a final concentration of 500 µM for 1 hr.

For RNA-seq and proteomics experiments, two biological settings were assessed in triplicate experiments: (1) undifferentiated mouse 46C embryonic stem cells (mESCs) (Ying et al., 2003) and (2) mESCs induced to differentiate into ENs. mESCs were maintained in mESC self-renewal medium composed of Glasgow’s MEM (Thermo Scientific #11710-035) supplemented with 1000 units/mL ESGRO Recombinant Mouse LIF protein (Millipore #ESG1107), 10% fetal bovine serum, 55 μM 2-mercaptoethanol, 1 mM sodium pyruvate (Thermo Scientific #11360070), MEM non-essential amino acids (Thermo Scientific #11140050), GlutaMax (Thermo Scientific #35050061), and penicillin/streptomycin. For passaging, mESCs were washed twice with 1× PBS, detached using 0.02–0.05% trypsin-EDTA, and spun down at 260 × *g* for 3 min. Pellet was resuspended in fresh medium and plated onto 0.1% gelatin-coated culture vessels.

For treatments, 5 × 10^5^ mESCs/cm^2^ were seeded in Petri dishes and grown to 60% confluence. For pSILAC proteomics, 24 hr before lysis mESCs were washed twice with 1× PBS and the medium was replaced with SILAC Advanced DMEM/F-12 Flex Medium (Thermo Scientific #A2494301), supplemented with 1000 units/mL ESGRO Recombinant Mouse LIF protein, 10% dialyzed fetal bovine serum, 4500 mg/L glucose, 17.25 mg/L proline, and penicillin/streptomycin. Either light or heavy L-arginine (Sigma-Aldrich #608033) and L-lysine (Sigma-Aldrich #608041) were added at 84 mg/L and 146 mg/L, respectively. For both AHA+ proteomics and RNA-seq experiments, treatments were performed as described above for HeLa cells, with the exception that methionine-free medium was supplemented with 1000 units/mL ESGRO Recombinant Mouse LIF protein and 10% dialyzed fetal bovine serum. After methionine depletion, cells were treated with 250 µM AHA for 30 min. The remaining treatment steps and hypotonic lysis were performed as detailed above.

Neuronal differentiation was performed according to a previously described protocol (Ying et al., 2003). Briefly, 2.000 mESCs/cm^2^ were seeded on gelatin-coated culture vessels in N2B27 medium. Cells were gently washed with 1× PBS, and medium was renewed every 1–2 days until 15DIV. N2B27 medium is composed of 1:1 mix of DMEM/F-12 (Thermo Scientific #21331020) and Neurobasal Medium (Thermo Scientific #21103049), supplemented with 0.5% N-2 (Thermo Scientific #17502048), 1% B-27 (Thermo Scientific #17504044), GlutaMax, and penicillin/streptomycin.

Upon differentiation, ENs were treated directly in culture vessels. For pSILAC proteomics, 24 hr before lysis ENs were washed once with 1× PBS and the medium was replaced with SILAC Advanced DMEM/F-12 Flex Medium, supplemented with 0.5% N2, 1% B27, 4500 mg/L glucose, 17.25 mg/L proline, and penicillin/streptomycin, 4500 mg/L glucose, 17.25 mg/L proline, and penicillin/streptomycin. Either light or heavy L-arginine and L-lysine were added at 84 mg/L and 146 mg/L, respectively. For both AHA+ proteomics and RNA-seq experiments, ENs were treated as described above for HeLa cells, with 250 µM AHA for 30 min. The remaining treatment steps and hypotonic lysis were performed as detailed above.

Cell lines were purchased directly from ATCC and passaged fewer than 15 times. *Mus musculus* 46C ES were obtained from Quattrone A. Lab (CIBIO, RRID:CVCL_Y482). All cells tested negative for mycoplasma contamination.

### Immunocytochemistry

For immunofluorescence assay, cells were fixed with 4% paraformaldehyde for 15 min at room temperature, permeabilized using 0.5% Triton X-100 in 1× PBS for 15 min at room temperature, and blocked using 5% fetal bovine serum, 0.3% Triton X-100 in 1× PBS for 2 hr at room temperature. Cultures were then incubated overnight at 4°C with either anti-β3-tubulin (Promega #G712A) or anti-Oct4 (Santa Cruz Biotechnologies #SC-5279) primary antibodies diluted in 2% fetal bovine serum, 0.2% Triton X-100 in 1× PBS. Cells were then washed three times with 1× PBS and incubated with Alexa-555 anti-mouse secondary antibodies for 2 hr. Nuclei were counterstained with Hoechst 33258 before imaging with a Zeiss Axio Observer Z1 inverted microscope equipped with a 2.83 Megapixel AxioCam 503 mono D camera.

### AHARIBO-rC/AHARIBO-nP: purification of active ribosomes for RNA/protein isolation

For RNA-seq experiments, lysates were diluted in W-buffer (10 mM NaCl, 10 mM MgCl_2_, 10 mM HEPES, 1× sBlock) to a final Nanodrop-measured absorbance (260 nm) of 1–2 a.u./mL, supplemented with 40 U of Superase-In RNase Inhibitor (Thermo Scientific #AM2696) and incubated with dibenzocyclooctyne-PEG4-biotin conjugate (Sigma-Aldrich #760749; 50 µM final concentration) in a reaction volume of 100 µL for 1 hr on a rotator in slow motion (9 rpm) at 4°C. Lysates were then incubated with 50 µL of eMagSi-cN beads (IMMAGINA BioTechnology #018-eMS-001) for 30 min at 4°C on the rotator in slow motion (9 rpm). Subsequently, samples were taken off the rotator and placed on a magnetic rack on ice, and supernatants were discarded. Beads were washed two times with 500 µL of 1× PBS supplemented with 0.1% Triton-X100, 1× sBlock, and 1:10,000 RiboLock RNase Inhibitor (Thermo Scientific #EO0381) on the rotator in slow motion at 4°C, removing supernatants from the tubes sitting on the magnetic rack and gently adding new washing solution each time. After the final wash, beads were resuspended in 200 µL of W-buffer and transferred to a new vial. Then, 20 µL of 10% SDS and 5 µL of Proteinase K (Qiagen #19131) were added to each sample, and samples were incubated at 37°C for 75 min in a water bath. Subsequently, suspensions were transferred to a new vial, and acid phenol:chloroform:isoamyl alcohol RNA extraction was performed. Briefly, an equal volume of acid phenol:chloroform:isoamyl alcohol (pH 4.5) was added, and samples were vortexed and centrifuged at 14,000 × *g* for 5 min. Aqueous phases were then transferred to new vials, 500 µL of isopropanol and 2 µL of GlycoBlue (Thermo Scientific #AM9516) were added, samples were mixed and incubated at room temperature for 3 min, and then stored overnight at −80°C. The following day samples were centrifuged at 14,000 × *g* for 30 min, supernatants were removed, 500 µL of 70% ethanol were added to each sample, and samples were then centrifuged at 14,000 × *g* for 10 min. Finally, pellets were air-dried and resuspended in 10 µL of nuclease-free water. When quality check and quantification was needed, RNA samples were run on a 2100 Bioanalyzer (Agilent) using the Agilent RNA 6000 Nano Reagents kit (Agilent #5067–1511) and assayed on the Qubit fluorometer using the Qubit RNA HS Assay Kit (Thermo Scientific #Q32852). For visualization of total RNA patterns, samples were run on a 1% agarose gel. ImageJ software (v 1.45s) was used for the quantitation of signal intensities of ribosomal RNA bands.

For proteomics experiments, lysates were diluted in W-buffer to a final Nanodrop-measured absorbance (260 nm) of 1–2 a.u./mL in a final volume of 100 µL. Ribosome pulldown was performed using Mag-DBCO beads (IMMAGINA BioTechnology #MDBCO). Lysates were incubated with 50 µL of beads for 1 hr on a rotator in slow motion (9 rpm) at 4°C. Supernatants were discarded after placing samples on the magnetic rack. Beads were washed three times with 500 µL of 200 mM Tris, 4% CHAPS, 1 M NaCl, 8 M urea, and pH 8.0 at room temperature on a shaker at 1000 rpm, using the magnetic rack to replace the washing solution. After the final wash, beads were resuspended in 30 µL of water and transferred to a new vial.

### qRT-PCR analysis

Total RNA was extracted from samples processed through the AHARIBO-rC protocol as described above. Depending on the available input material, RNA was retrotranscribed using either RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific #K1621) or SuperScript III Reverse Transcriptase (Thermo Fisher #18080044), per manufacturer's protocols. qPCR was run on CFX Connect Real-Time PCR Detection System (BioRad) using Kapa Probe Fast Universal qPCR Kit (Kapa Biosystems #KK4702). Reactions were performed in technical duplicates of biological triplicates. The following TaqMan probes were used: Hs99999901_s1 (18S), Hs02800695_m1 (HPRT1).

For the normalization of qRT-PCR results, HPRT1 was used as housekeeping gene. The fold change in normalized 18S RNA levels between untreated (control) and treated (arsenite) samples was calculated. A second normalization to threshold cycles from non-AHA-treated samples was done to account for background signal.

### TUG1-BOAT ectopic expression and qPCR

We ectopically express the putative protein produced by the open reading frame of TUG1, called TUG1-BOAT (Tug1-Bifunctional ORF and Transcript), in HeLa cells. Briefly, construct generation and transfection was performed as in Lewandowski et al., 2020 with some minor changes to adapt the experimental setup to the AHARIBO method. We synthesized three different constructs for human Tug1 ORF1 (Thermo Scientific):

1. The first (called *WT TUG1-BOAT*) is the one reported in Lewandowski et al., 2020. It has a non-canonical start codon and a methionine at 75 nt (25 aa) upstream of the stop codon.
2. The second (called Δ TUG1-BOAT) is deleted by the only methionine of the sequence present at 75 nt from the stop codon. No methionines are present.
3. The third (called +1Met TUG1-BOAT) has an ATG start codon (methionine) instead of the non-canonical CTG start codon e. Therefore, the third construct has two methionines, one at the N terminal and the other at 25 aa (about 75 nt) upstream of the C-terminal.

We cloned the constructs in the pcDNA3.1(+) plasmid with *Hin*dIII and *Eco*RV restriction enzymes. For transfection of TUG1-BOAT constructs, we seeded HeLa cells in a six-well plate and transfected the cells with 2.5 μg of plasmids (pcDNA3.1(+) containing each of the inserts) using 742 Lipofectamine 3000 Transfection Reagent (Thermo Fisher Scientific). After 24 or 48 hr post transfection, cells were processed with AHARIBO-rC protocol followed by RNA extraction.

We performed qPCR analysis on AHARIBO pulldowns and input for each vector to validate the efficiency in capturing short translated ORF deriving from RNA annotated as lncRNA (TUG1). Briefly, 200 ng of DNase I-treated RNA was used as input to generate cDNA using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems), according to the manufacturer's protocol. qPCR was run on CFX Connect Real-Time PCR Detection System (BioRad) using Powerup Sybr Master Mix (Applied Biosystems) and a couple of primers design to amplify 150 nt of the CDS of TUG1-BOAT transcript (see below). Reactions were performed in technical duplicates of biological duplicates. For normalization, 18S was used as housekeeping gene. Ct values were analyzed using the ∆∆Ct method (Livak and Schmittgen, 2001).

Fw PRIMER: GGCTCTTTCTCCTGCTCTGG
Rev PRIMER: CTCCTCGTCGAATCGCAAAC
Insert size: 150 nt

TUG1-BOAT sequences are listed below:

Italics: 5′ UTR leader sequence; bold: canonical and non-canonical start codons; red: methionine.

>WT TUG1-BOAT
*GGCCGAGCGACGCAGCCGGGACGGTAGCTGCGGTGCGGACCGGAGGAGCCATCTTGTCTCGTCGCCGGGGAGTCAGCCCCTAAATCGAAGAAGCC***CTG**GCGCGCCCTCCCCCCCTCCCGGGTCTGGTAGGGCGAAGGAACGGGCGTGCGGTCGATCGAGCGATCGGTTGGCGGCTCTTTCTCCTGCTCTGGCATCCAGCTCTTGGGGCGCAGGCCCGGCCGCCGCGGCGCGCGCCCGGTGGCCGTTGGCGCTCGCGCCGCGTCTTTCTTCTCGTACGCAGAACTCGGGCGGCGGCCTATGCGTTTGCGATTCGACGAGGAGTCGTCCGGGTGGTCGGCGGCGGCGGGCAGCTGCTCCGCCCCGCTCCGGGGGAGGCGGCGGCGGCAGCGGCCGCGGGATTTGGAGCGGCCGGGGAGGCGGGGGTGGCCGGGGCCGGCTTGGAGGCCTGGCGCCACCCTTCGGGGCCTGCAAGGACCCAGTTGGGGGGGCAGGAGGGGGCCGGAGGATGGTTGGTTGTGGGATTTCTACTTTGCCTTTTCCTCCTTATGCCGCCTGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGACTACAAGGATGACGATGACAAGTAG
>ΔTUG1-BOAT
*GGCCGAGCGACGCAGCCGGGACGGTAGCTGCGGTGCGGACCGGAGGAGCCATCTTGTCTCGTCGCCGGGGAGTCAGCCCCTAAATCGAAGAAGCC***CTG**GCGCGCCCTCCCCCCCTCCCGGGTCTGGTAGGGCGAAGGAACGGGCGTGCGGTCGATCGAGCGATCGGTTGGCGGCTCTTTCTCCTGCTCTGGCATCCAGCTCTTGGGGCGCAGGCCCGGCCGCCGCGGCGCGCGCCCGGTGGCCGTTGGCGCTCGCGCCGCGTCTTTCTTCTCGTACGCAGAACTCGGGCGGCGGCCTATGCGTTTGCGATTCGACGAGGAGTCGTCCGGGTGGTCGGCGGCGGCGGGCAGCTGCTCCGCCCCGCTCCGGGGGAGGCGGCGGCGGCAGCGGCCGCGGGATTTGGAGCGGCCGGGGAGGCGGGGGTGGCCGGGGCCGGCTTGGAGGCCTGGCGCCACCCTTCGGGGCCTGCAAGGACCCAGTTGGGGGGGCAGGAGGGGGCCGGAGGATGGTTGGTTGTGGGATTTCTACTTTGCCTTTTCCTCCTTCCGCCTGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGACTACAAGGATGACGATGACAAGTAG
>+1Met TUG1-BOAT
*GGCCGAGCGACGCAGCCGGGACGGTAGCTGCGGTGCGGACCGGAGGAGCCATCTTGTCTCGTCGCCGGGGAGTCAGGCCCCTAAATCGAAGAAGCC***ATG**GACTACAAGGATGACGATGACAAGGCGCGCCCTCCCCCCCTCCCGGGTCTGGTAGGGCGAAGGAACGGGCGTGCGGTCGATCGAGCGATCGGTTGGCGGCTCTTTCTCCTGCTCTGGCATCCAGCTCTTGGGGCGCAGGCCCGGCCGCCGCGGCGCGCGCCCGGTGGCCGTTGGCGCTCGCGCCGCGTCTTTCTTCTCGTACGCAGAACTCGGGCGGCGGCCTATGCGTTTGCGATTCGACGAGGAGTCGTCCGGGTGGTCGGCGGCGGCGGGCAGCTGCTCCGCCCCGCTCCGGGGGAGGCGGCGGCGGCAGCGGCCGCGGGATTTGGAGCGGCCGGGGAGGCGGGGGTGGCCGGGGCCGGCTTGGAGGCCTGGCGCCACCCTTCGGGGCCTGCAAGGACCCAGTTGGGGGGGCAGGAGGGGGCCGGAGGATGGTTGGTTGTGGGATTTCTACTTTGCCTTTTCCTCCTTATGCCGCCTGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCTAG

### RNA-seq

RNA samples were subjected to library preparation for the Illumina platform using the SMART-Seq Stranded Kit (Takara #634443) as per manufacturer's instructions using 5 ng of RNA as starting material. For quality check and quantification, the final libraries were run on a 2100 Bioanalyzer (Agilent) using the Agilent DNA 1000 Kit (Agilent #5067-1504) and assayed on the Qubit fluorometer using the Qubit dsDNA HS Assay Kit (Thermo Scientific #Q32851). Libraries were sequenced on an Illumina HiSeq2500 by the NGS Core Facility (University of Trento).

### Polysome profiling

HeLa cells were treated and lysed as described above, adding one of the following blocking drugs: (1) sBlock (IMMAGINA BioTechnology #SM8, final concentration 1×, 10 min treatment); (2) cycloheximide (Sigma-Aldrich #C4859; final concentration 30 µM, 5 min treatment); (3) puromycin (Sigma-Aldrich #P8833; final concentration 50 µM, 5 min treatment); and (4) no blocking drug. Cleared supernatants obtained from cytoplasmic lysates were loaded on a linear 15–50% sucrose gradient and ultracentrifuged in a SW41Ti rotor (Beckman) for 1 hr and 40 min at 180,000 × *g* at 4°C in a Beckman Optima LE-80K Ultracentrifuge. After ultracentrifugation, gradients were fractionated in 1 mL volume fractions with continuous absorbance monitoring at 254 nm using an ISCO UA-6 UV detector. Each fraction was flash-frozen in liquid nitrogen and stored at −80°C for subsequent protein extraction.

Polysome profiles were analyzed as follows. The relative intensity of each individual fraction was determined for both on-membrane AHA and RPL26 signals, then the AHA/RPL26 relative intensity ratio was calculated for each fraction. For each profile, the relative intensity ratios of polysome-containing fractions (fractions 8/9–10/11) were averaged and normalized to the relative intensity ratio of the 60S fraction, which was chosen as internal baseline for background signal based on the fact that it should be devoid of translationally active ribosomes. To assess the effect of the different blocking drugs, averaged normalized relative intensity ratios for the profiles obtained from different blocking drugs and from the untreated control sample were compared. ImageJ software (v 1.45s) was used for quantitation of signal intensities of protein bands.

### Sucrose cushioning for ribosome enrichment (global translatome)

HeLa cells were treated in Petri dishes and lysed as described above, adding 1× sBlock as blocking drug. Sucrose cushioning was performed according to a modified version of a previously described protocol (Ingolia et al., 2012). For each sample, a volume of cell lysate corresponding to 1.7 a.u. (based on Nanodrop measurement of absorbance at 260 nm) was layered on top of 900 µL of 30% sucrose cushion (30 mM Tris-HCl pH 7.5, 100 mM NaCl, 10 mM MgCl_2_, 1 M sucrose in nuclease-free water) supplemented with 1× sBlock. Samples were ultracentrifuged at 95,000 rpm at 4°C for 1 hr and 40 min using a TLA_100.2_ rotor (Beckman). Pellets were resuspended in 100 µL of nuclease-free water supplemented with 30 mM Tris-HCl, pH 7.5, 100 mM NaCl, 10 mM MgCl_2_.

### Protein extraction from sucrose gradient fractions

Polysomal fractions (1 mL) or pellet/supernatant fractions from 30% sucrose cushioning (1/5th of total amount, adjusted to 260 µL volume) were processed for methanol/chloroform protein extraction. Briefly, 600 µL of methanol and 150 µL of chloroform were added to each sample and samples were vortexed. Then, 450 µL of deionized water were added to each sample and samples were vortexed again. Samples were centrifuged at 14,000 × *g* for 1 min at room temperature, and the resulting aqueous phase was removed without disrupting the underlying white ring (protein interface). Subsequently, 450 µL of methanol were added to each sample, samples were vortexed, and then centrifuged at 14,000 × *g* for 2 min at room temperature. After centrifugation, supernatants were removed and pellets air-dried. Finally, pellets were resuspended in deionized water supplemented with Pierce Lane Marker Reducing Sample Buffer (Thermo Scientific #39000) to a final volume of 15 µL and either stored at −80°C or heated at 95°C and directly used for SDS-PAGE.

### On-membrane click chemistry

Cell lysate or protein extracts obtained from sucrose gradient fractions were supplemented with Pierce Lane Marker Reducing Sample Buffer (Thermo Scientific #39000), heated at 95°C for 10 min, and separated by SDS-PAGE. Separated proteins were transferred to nitrocellulose membranes, then membranes were blocked overnight at 4°C in 5% milk prepared in 1× Tris-Buffered Saline (TBS) − 0.1% Tween20 supplemented with dibenzocyclooctyne-PEG4-biotin conjugate (Sigma-Aldrich #760749; 50 µM final concentration). Membranes were washed three times in 1× TBS − 0.1% Tween20 for 10 min each, then incubated with Precision Protein StrepTactin-HRP Conjugate (BioRad #1610380; 1:1000 in 5% milk prepared in 1× TBS − 0.1% Tween20) for 1 hr at room temperature, then washed again. Membranes were subsequently developed using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare #RPN2236). Images were acquired through the ChemiDoc MP Imaging System. ImageJ software (v 1.45s) was used for quantitation of AHA signal intensities.

### Immunoblotting

Aliquots of 10–20 µL of cell lysate or protein extracts obtained from sucrose gradient fractions were supplemented with Pierce Lane Marker Reducing Sample Buffer (Thermo Scientific #39000), heated at 95°C for 10 min, and separated by SDS-PAGE. Separated proteins were transferred to nitrocellulose membranes, then membranes were blocked for 1 hr at room temperature in 5% milk prepared in 1× TBS − 0.1% Tween20. Membranes were subsequently incubated for 1 hr at room temperature with the following primary antibodies, diluted in 5% milk prepared in 1× TBS − 0.1% Tween20: anti-RPL26 (Abcam #ab59567; 1:2000), anti-RPS6 (Abcam #ab40820; 1:1000), and anti-beta-actin (Abcam #ab8227; 1:2000). Membranes were washed three times in 1× TBS − 0.1% Tween20 for 10 min each, then incubated with the appropriate HRP-conjugated secondary antibodies for 1 hr at room temperature and washed again as before. Membranes were then developed using either Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare #RPN2236) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific #34095), depending on signal intensities. Images were acquired through the ChemiDoc MP Imaging System. ImageJ software (v 1.45s) was used for quantitation of signal intensities of protein bands.

### RNA-seq data analysis

FASTQ files from Illumina HiSeq2500 were first checked for adapters and quality-base distribution using FASTQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), followed by trimming with Trimmomatic-0.35 (Bolger et al., 2014) with the following settings: ILLUMINACLIP:ADAPTOR_FILE:2:30:8:1 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15. Prior to sequencing data processing, technical replicates (different sequencing lanes) from the same library were merged together generating a unique FASTQ per sample. Reads were aligned onto mm10 Mouse genome using STAR-2.6.0a (Dobin et al., 2013) with a maximum mismatch of two and default setting for all other parameters. Once uniquely mapped reads were selected, the GRCm38.92 mouse gene annotation from Ensembl (http://www.ensembl.org) was incorporated in the HTSeq-count v0.5.4 (Anders et al., 2015) tool to obtain gene-level counts. Genes with counts per million (CPM) <1 in all samples were considered as not expressed and hence removed from the analysis. Trimmed mean of M values (TMM) (Robinson and Oshlack, 2010) normalization and CPM conversion were then performed to obtain gene expression levels for downstream analyses. For each comparison, differential expression testing was performed using the edgeR-3.20.9 (Robinson et al., 2010) statistical package from Bioconductor. According to the edgeR approach, both common (all genes in all samples) and separate (gene-wise) dispersions were estimated and integrated into a negative binomial generalized linear model to moderate gene variability across samples. Finally, genes having a Log fold change higher/smaller than 1.5/−1.5 and an FDR-corrected p-value of 0.01 (or smaller) were considered as significant.

### Proteomics experiments

Proteomic analysis was performed on samples processed through the pSILAC and AHARIBO workflows, as described above. For pSILAC experiments, cells were prepared as described above (see 'Cell culturing and treatments'). Then, 50 μg of lysates was subjected to acetone precipitation and protein pellets were dissolved in 50 mM ammonium bicarbonate and 6 M urea. For AHARIBO enrichment, the beads used for ribosome pulldown were reconstituted in 100 µL 6 M urea with 50 mM ammonium bicarbonate.

Samples were reduced using 10 mM DTT, 1,4-Dithiothreitol (DTT) for 1 hr at room temperature and alkylated with 20 mM iodoacetamide in the dark for 30 min at room temperature. Subsequently, proteins were digested at room temperature with 0.5 μg Lys-C (Promega, #VA1170) for 4 hr, after which the solution was diluted four times in 50 mM ammonium bicarbonate. Then, 1 μg of trypsin (Promega, #V5111) was added to the samples and proteolysis was carried out overnight. Digestion was interrupted by adding 1% trifluoroacetic acid. Samples were then desalted by C18 stage-tip, lyophilized, and resuspended in 20 μL of buffer A (0.1% formic acid) for LC-MS/MS analysis.

Samples were analyzed using an Easy-nLC 1200 system coupled online with an Orbitrap Fusion Tribrid mass spectrometer (both Thermo Fisher Scientific). Peptides were loaded onto a 25-cm-long Acclaim PepMap RSLC C18 column (Thermo Fisher Scientific, 2 µm particle size, 100 Å pore size, id 75 µm) heated at 40°C. For pSILAC samples, the gradient for peptide elution was set as follows: 5–25% buffer-B (80% acetonitrile, 0.1% formic acid) over 90 min, 25–40% over 15 min, 40–100% over 18 min, and 100% for 17 min at a flow rate of 400 nL/min. For AHARIBO pulldown samples, the same steps for peptide elution were set over a total gradient of 80 min. The instrument was set in a data-dependent acquisition mode. The full MS scan was 350–1100 m/z in the orbitrap with a resolution of 120,000 (200 m/z) and an AGC target of 1 × 10^6^. MS/MS was performed in the ion trap using the top speed mode (3 s), an AGC target of 5 × 10^3^, and an HCD collision energy of 30.

MS raw files were analyzed by using Proteome Discoverer (v2.2, Thermo Scientific). MS/MS spectra were searched by the SEQUEST HT search engine against the human or the mouse UniProt FASTA databases (UniProtKB 11/2018). Trypsin was specified as the digestive enzyme. Cysteine carbamidomethylation (+57.021 Da) was set as fixed modification, and methionine oxidation (+15.995 Da) and N-term acetylation (+42.011 Da) as variable modifications. SILAC labeling (Lys +8.014 Da, Arg +10.008 Da) was used as quantification method for pSILAC samples. All other values were kept as default.

### Proteomics data analysis

Heteroscedastic T-test was used to assess the significant differences in peptide/protein abundance (p-value lower than 0.05) unless stated otherwise. Data distribution was assumed to be normal, but this was not formally tested. GO and Kyoto Encyclopedia of Genes and Genomes pathway analysis were performed using DAVID version 6.8, PANTHER 14.1, and Enrichr (http://amp.pharm.mssm.edu/Enrichr/).

### Identification of lncRNA peptides from result spectra

Sequenced non-coding RNAs were in silico translated into amino acid sequences using the EMBOSS Transeq tool from EMBL. Only the three forward frames were translated. Spectra obtained from the AHARIBO enrichment of newly synthesized proteins were searched against a database of typical contaminants like keratins, trypsin, and bovine serum albumin provided by MaxQuant (Cox and Mann, 2008). The software utilized for database searching was Proteome Discoverer (v2.4, Thermo Scientific); the non-fragment filter and the Top N Peaks Filter (with N = 4 per 100 Da) were also used in the workflow to eliminate noise signals from the MS/MS spectra. The spectra not matching with high confidence this database were searched against the human SwissProt database. Those not matching with both databases were used to match the in silico translated database generated by EMBOSS Transeq using semi-specific tryptic cleavage to consider also unexpected translation start sites. We considered only those spectra that passed the 1% FDR threshold and created two distinct groups for those peptides with an AUG ‘in-frame’ versus not in-frame.

#### Ribosome profiling

mESCs at 80% confluence were pre-treated with the elongation inhibitor cycloheximide before rapid harvest on ice and cell lysis (lysis buffer, IMMAGINA BioTechnology #RL001-1). Clarified cell lysates (1.7 total a.u., measured by Nanodrop) were treated with 1.3 U of RNase I (Thermo, #AM2295) in W-buffer (IMMAGINA BioTechnology #RL001-4) containing 1× sBlock to digest RNA not protected by ribosomes. Digestion was performed for 45 min at RT and then stopped with Superase-In RNase Inhibitor (Thermo Scientific #AM2696) for 10 min on ice. Samples were then processed differentially according to the specific approaches described below.

#### Standard RIBO-seq

80S ribosomes were isolated by centrifuging lysates through a 30% sucrose cushion at 95,000 rpm, for 2 hr at 4°C. The cushion was resuspended in W-buffer and treated with SDS 10% (final 1%) and 5 µL of proteinase K (20 mg/mL), and incubated at 37°C in a water bath for 75 min before acid phenol:chloroform:isoamyl alcohol (pH 4.5) RNA extraction.

#### AHARIBO RIBO-seq

The lysates were incubated with dibenzocyclooctyne-PEG_4_-biotin conjugate (Sigma-Aldrich #760749; 50 µM final concentration) in a reaction volume of 100 µL for 1 hr on a rotator in slow motion (9 rpm) at 4°C. Lysates were then incubated with 50 µL of eMagSi-cN beads (IMMAGINA BioTechnology #018-eMS-001) for 30 min at 4°C on the rotator in slow motion (9 rpm). Subsequently, samples were taken off the rotator and placed on a magnetic rack on ice, and supernatants were discarded. Beads were washed two times with 500 µL of 1× PBS supplemented with 0.1% Triton-X100, 1× sBlock, and 1:10,000 RiboLock RNase Inhibitor (Thermo Scientific #EO0381) on the rotator in slow motion at 4°C, removing supernatants from the tubes sitting on the magnetic rack and gently adding new washing solution each time. After the final wash, beads were resuspended in 200 µL of W-buffer and transferred to a new vial. Then, 20 µL of 10% SDS and 5 µL of Proteinase K (Qiagen #19131) were added to each sample, and samples were incubated at 37°C for 75 min in a water bath. Subsequently, suspensions were transferred to a new vial, and acid phenol:chloroform:isoamyl alcohol (pH 4.5) RNA extraction was performed.

For both approaches, protocol steps starting from RNA extraction were performed as follows. Briefly, an equal volume of phenol:chloroform:isoamyl alcohol was added, and samples were vortexed and centrifuged at 14,000 × *g* for 5 min. Aqueous phases were then transferred to new vials, 500 µL of isopropanol and 2 µL of GlycoBlue (Thermo Scientific #AM9516) were added, samples were mixed and incubated at room temperature for 3 min, and then stored overnight at −80°C. The following day samples were centrifuged at 14,000 × *g* for 30 min, supernatants were removed, 500 µL of 70% ethanol were added to each sample, and samples were then centrifuged at 14,000 × *g* for 10 min. Finally, pellets were air-dried and resuspended in 10 µL of nuclease-free water. Extracted RNA was then resolved by electrophoresis through denaturing TBE-urea gels, and fragments between 25 nt and 35 nt were excised. Libraries were prepared using the RiboLace kit_module 2 (IMMAGINA BioTechnolgy #RL001_mod2) and sequenced on an Illumina HiSeq 2500 sequencer with a single-end 50 bp run.

### RIBO-seq data analysis

Reads were processed by removing 5' adapters, discarding reads shorter than 20 nucleotides, and trimming the first nucleotide of the remaining ones (using Trimmomatic v0.36). Reads mapping on the collection of *M. musculus* rRNAs (from the SILVA rRNA database, release 119) and tRNAs (from the Genomic tRNA database: gtrnadb.ucsc.edu/) were removed. Remaining reads were mapped on the mouse transcriptome (using the Gencode M17 transcript annotations). Antisense and duplicate reads were removed. All alignments were performed with STAR (v020201) employing default settings.

The identification of the P-site position within the reads was performed using riboWaltz (v1.1.0) computing the P-site offsets from the 3' end of the reads. The percentage of P-sites falling in the three annotated transcript regions (5' UTR, CDS, and 3' UTR) was computed using the function *region_psite* included in riboWaltz (v1.1.0). 

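TMM factors computed over all 5 libraries and all deposited transcripts were 0.993, 0.994 and 0.984 for standard RIBO-seq replicates 1, 2 and 3, and 1.03 and 1.00 for AHARIBO RIBO-seq replicates 1 and 2. They were computed before any transcript was left out, following the order in which the methods give these steps.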

Transcript counts were normalized using the TMM method implemented in the edgeR Bioconductor package. 

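At these library sizes 1 CPM corresponded to 8.93, 9.06 and 6.30 counts in standard RIBO-seq replicates 1, 2 and 3, and to 11.4 and 10.0 counts in AHARIBO RIBO-seq replicates 1 and 2. A transcript thus reached the threshold with the fewest reads in standard RIBO-seq replicate 3. Across both methods, 49.5% of the deposited transcripts had at least 1 CPM in at least one library.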

Transcripts displaying 1 CPM in at least one replicate were kept for further analyses.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided. All sequencing data are deposited in public archives and made available upon publication. The following datasets were generated: MinatiLRomanelAPerettiAGandolfiFClamerM2021One-shot analysis of translated mammalian lncRNAs with AHARIBO - Mass-spectrometry proteomics dataProteomeXchangeConsortiumPXD02267910.7554/eLife.59303PMC793269333594971 MinatiLRomanelAPerettiAGandolfiFClamerMFirritoC2021One-shot analysis of translated mammalian lncRNAs with AHARIBO - Ribo-seq processed dataGEO repositoryGSE16786510.7554/eLife.59303PMC793269333594971 MinatiLRomanelAPerettiAGandolfiFClamerMFirritoC2021One-shot analysis of translated mammalian lncRNAs with AHARIBO - NGS processed BAM filesNCBI BioProjectPRJNA69282210.7554/eLife.59303PMC793269333594971 The following previously published datasets were used: IngoliaNTLareauLFWeissmanJS2011Ribosome Profiling of Mouse Embryonic Stem Cells Reveals the Complexity and Dynamics of Mammalian ProteomesGEOGSE3083910.1016/j.cell.2011.10.002PMC322528822056041 vanHeesch SWitteFSchneider-LunitzVSchulzJFAdamiEFaberABKirchnerMMaatzHBlachutSSandmannC-LKandaMWorthCLSchaferSCalvielloLMerriottRPatoneGHummelOWylerEObermayerBMückeMBLindbergELTrnkaFMemczakSSchillingMFelkinLEBartonPJRQuaifeNMVanezisKDieckeSMukaiMMahNOhS-JKurtzASchrammCSchwingeDSebodeMHarakalovaMAsselbergsFWVinkAdeWeger RAViswanathanSWidjajaAAGärtner-RommelAMiltingHdosRemedios CKnosallaCMertinsPLandthalerMVingronMLinkeWASeidmanJGSeidmanCERajewskyNOhlerUCookSAHubnerN2019The Translational Landscape of the Human HeartPublicly available and interactive web application for exploring the results of this paperhttp://shiny.mdc-berlin.de/cardiac-translatome/

How the deposited data were processed for this re-analysis (not part of the article)

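Ribosome profiling of mESCs was analysed in 3 standard RIBO-seq and 2 AHARIBO RIBO-seq libraries. The authors deposited counts of reads per transcript in 2 versions, with duplicate reads removed and with duplicate reads kept, without normalization, and the transcript length in nt. The authors made the counts by trimming with Trimmomatic, removing reads that match rRNA (SILVA) or tRNA, aligning to the Gencode M17 transcripts with STAR at default settings, and removing antisense reads. The methods state that duplicates were removed, so the version without duplicates was used, and the other served as an alternative. The paper's text does not say how reads matching several transcripts were counted, and the reads have no molecular identifiers, so that removing duplicates also removes independent fragments with the same ends. The number of columns of per-sample values that were not used was 0. Samples were assigned to method and replicate by the labels that the authors gave them.

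CPM values were computed from the counts with TMM factors in edgeR 4.0.16 (R 4.3.3), over all transcripts and libraries, before transcripts with 1 CPM in at least one library were selected. An exploratory version that normalized again after this selection was seen before that order was settled. Differences were tested with edgeR's quasi-likelihood test without a replicate block, since the methods use none, and p-values were adjusted by the Benjamini-Hochberg method over all transcripts tested. Standard errors were taken from the log2 fold change and the F statistic and are approximate. DESeq2 1.42.0 was the alternative test. The lncRNA set was tested with camera in limma 3.58.1. Shares of reads were compared by an exact permutation test of the libraries, for which 2 against 3 make 10 splits. Gene types came from Gencode M21, the annotation at hand, and not from M17. Transcripts sharing sequence were found by comparing windows of 30 nt between lncRNA and protein-coding transcripts, with at least 10% of windows shared as the limit.

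The replicate numbers of the 2 methods are the authors' labels, and the paper's text does not say that same-numbered libraries came from one culture. The alternatives covered the test, the normalization, the filter, the threshold, the replicate block, the use of 1 transcript per gene, the definition of the lncRNA set, the pairs of replicates behind a correlation, and leaving out each library in turn. Keeping duplicate reads, and leaving out lncRNA transcripts that share sequence with protein-coding transcripts or lie in or beside the 18S rRNA sequence, were added after the data were seen. The rule for the transcripts named in the text was fixed before the data were examined. It takes the lncRNAs that the paper names in its RIBO-seq text, Figure 4 or Figure 4—figure supplement 3, and the 5 with the largest rise and the 5 with the largest fall among transcripts with an adjusted p under 0.05 and no overlap between the groups, at most 1 transcript per gene. Malat1, Meg3 and Rian fall outside the rule and were named after their values were seen.

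Both tests were tested on simulated data, in which counts for the 66972 transcripts were drawn from the real means and library sizes and 200 transcripts were changed. Each transcript was drawn independently with edgeR's own estimate of its spread. Reads shared between transcripts were not simulated, so the simulation cannot say which test suits the real counts better. The edgeR test recovered 79.5% of the changed transcripts, and 96% of those changed 4-fold, with 9 unchanged transcripts called. DESeq2 recovered 61.5%, and 83% of those changed 4-fold, with 0 unchanged transcripts called. In simulated data without a shift of the lncRNA set, camera gave p = 0.447 (n = 480 transcripts), and with a shift of 0.5 on the log2 scale it gave p = 3.33e-88. The smallest value that the depth can show, taken as 3 counts, was 0.262 to 0.476 CPM depending on the library. This floor covers counting error only. The positions of footprints within transcripts, codon periodicity, the RNA-seq libraries and the mass spectra were not analysed here.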

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

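All tests in this part were chosen after the pattern was seen, apart from those on library depth, on transcript length and on nuclear-encoded mitochondrial transcripts, whose outcomes had not been seen when they were set. The paper does not report on either group of transcripts below. The limit used to read a test, 0.5 of the median change, was set after the medians were known.

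Mitochondrially encoded mRNAs were lower in AHARIBO RIBO-seq. All 13 had an adjusted p under 0.05 in edgeR's quasi-likelihood test and did not overlap between the methods, with a median log2 fold change of -1.84. They held 0.0208% ± 0.00103 (SD, n = 2) of the counts summed over transcripts in AHARIBO RIBO-seq and 0.0646% ± 0.00334 (SD, n = 3) in standard RIBO-seq. Reads shared with nuclear copies of mitochondrial genes were one technical explanation to weigh, since 7 of the 13 share over 50% of their sequence windows with other genes. The 4 with few shared windows had a median of -1.68. The fall stayed with duplicate reads kept (median -2.03), with library size in place of TMM (-1.80), with all libraries thinned to the smallest total (-1.72), with the replicate block (-1.77) and with DESeq2 (-1.85). A fall of all transcripts for mitochondrial proteins was not seen, as the median of 702 nuclear-encoded transcripts for respiratory chain and mitochondrial ribosomal proteins was -0.099. A candidate explanation is that mitochondrial ribosomes are recovered less by the pulldown than by the cushion. The 2 mitochondrial rRNAs had a median of 0.30, but the authors removed rRNA reads, so what is left of them cannot decide this. The methods differ in isolation, by pulldown or cushion. The paper places standard RIBO-seq on the input, and its Figure 1 legend describes an input as a lysate containing AHA, which points to labelled cells in both methods, while the deposited labels call all libraries untreated. The design has no comparison of pulldown and cushion on lysates known to be labelled alike, and no biological explanation was tested.

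Small structured non-coding RNAs of several gene types, but not of miRNA or mitochondrial tRNA genes, were higher in AHARIBO RIBO-seq. Over 350 transcripts of snoRNA, snRNA, scaRNA, misc_RNA and ribozyme genes the median log2 fold change was 0.89, with 115 higher and 0 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. These gene types were grouped after the values were seen. They rose unequally, with medians of 0.45 for snRNA, 1.15 for snoRNA and 1.48 for scaRNA genes. Genes of miRNAs, which are also small and structured, were not in the group and did not rise as a class (median -0.059 over 124 transcripts, 18 higher and 1 lower). With miRNA genes included the median was 0.64 over 474 transcripts. Genes of rRNA and mitochondrial tRNA were also outside the group. Those of rRNA had a median of 2.19 over 31 transcripts (12 higher and 0 lower). Those of mitochondrial tRNA had a median of 0.097 over 20 transcripts (4 higher and 2 lower). The authors removed reads matching rRNA and tRNA, so what is left of these types cannot decide the cause. The 350 transcripts without miRNA genes held 0.387% ± 0.0554 (SD, n = 2) of the counts summed over transcripts in AHARIBO RIBO-seq and 0.267% ± 0.0125 (SD, n = 3) in standard RIBO-seq. The removal of duplicates did not create the rise, since with duplicates kept the median was 1.70 and the shares were 3.74% ± 0.607 (SD, n = 2) and 0.848% ± 0.105 (SD, n = 3). Other transcripts of that length, 72 to 316 nt, had a median of -0.067 (n = 1351). With all libraries thinned to the smallest total the median was 0.84, with library size in place of TMM it was 0.93, with the replicate block 0.95 and with DESeq2 0.89. The rise did not rest on few transcripts, as 62.3% of the 350 had both AHARIBO RIBO-seq libraries above all 3 standard libraries, where chance gives 10%. A candidate explanation is that RNA not bound to ribosomes is carried over on the beads, because the AHARIBO RIBO-seq protocol describes no cushion. If so, lncRNAs retained in the nucleus may rise as well, and 29 transcripts of 6 such genes had a median of 0.78. That list was written after Malat1 had been seen to rise, and 21 of the 29 are transcripts of Meg3 and Rian, so the value is a weak test. The genes rose unequally, with a median of 1.64 over the 4 Malat1 transcripts, 0.94 over the 11 of Rian and 0.27 over the 10 of Meg3. Of these, 3, 6 and 1 were higher at an adjusted p under 0.05 in the edgeR test. Transcripts of 1 gene can share reads. A technical explanation therefore remains, and no biological explanation was tested.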

How the results depend on the processing

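The alternatives were set before the data were examined, except keeping duplicate reads and leaving out lncRNA transcripts that share sequence, which were chosen after seeing the data. Of 137 comparisons of an alternative with a result named in the design, 106 left the result within its limits, 27 moved it, 2 made it pass its threshold and 2 reversed it. For each of them the cause was not tested.

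The count of transcripts that differ between the methods depended most on the processing. Against 3021 transcripts, DESeq2 called 223 (150 higher and 73 lower), the paper's RNA-seq threshold 105, the replicate block 1792 (1584 of them shared with the 3021) and 1 transcript per gene 791 of 18716 tested. Leaving out 1 standard RIBO-seq library gave from 1173 to 2970 transcripts. Leaving out an AHARIBO RIBO-seq library leaves 1 in that group, so no transcripts were called there. Upper-quartile normalization gave 2427, no filter 3282, at least 10 counts in every library 2778 and duplicate reads kept 2070, of which 1385 were shared. Library size in place of TMM gave 3026, but split as 1978 higher and 1048 lower (65.4% higher against 50.3%), and put the median of all transcripts at 0.038. In simulated data DESeq2 recovered fewer of the changed transcripts than edgeR.

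Of the lncRNA transcripts, 42 differed. DESeq2 called 9, the paper's RNA-seq threshold 11 and 1 transcript per gene 23, and leaving out 1 standard library gave from 26 to 42. In the camera test of limma the lncRNA set did not shift (p = 0.497, n = 480 transcripts). The direction that the test gave was up in AHARIBO RIBO-seq, although the difference of medians was -0.021. It shifted up in AHARIBO RIBO-seq for the transcripts of Figure 4—source data 2 (p = 0.00545, difference of medians 0.085), which the authors selected by detection in AHARIBO RIBO-seq, a selection that favours this direction, and for the genes of Figure 4—source data 1 (p = 0.0172, n = 311 transcripts, difference of medians 0.068), listed from RNA-seq. The paper's text gives the number of genes on the latter list for AHARIBO-rC, so a selection towards AHARIBO can apply to it too. Without a filter the direction of the camera test of limma reversed to down (p = 0.985, n = 3297 transcripts), although the difference of medians was 0.084. Leaving out 1 standard library gave p from 0.0657 to 0.838. The difference in the share of lncRNA reads ran from -0.00843 to 0.131 percentage points when 1 library was left out, and was negative without AHARIBO RIBO-seq replicate 2. Under the other alternatives it ran from 0.00865 to 0.220.

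Pearson's r over lncRNA transcripts, 0.953, became 0.970 on linear CPM, 0.936 with replicate 1 of each method alone, 0.940 without the 6 most abundant transcripts, 0.936 with duplicates kept and 0.899 without transcripts sharing sequence, and Spearman's rho was 0.921. Over all transcripts, 0.986 became 0.990 on linear CPM, 0.976 with replicate 1 and 0.981 with replicate 2 of each method alone. Leaving out 1 library gave 0.945 to 0.957 over lncRNA transcripts and 0.980 to 0.985 over all.

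The number of lncRNA genes detected followed the threshold and the gene list, and which method detected more genes changed with the rule on replicates. With 1 CPM in every replicate AHARIBO RIBO-seq detected 214 and standard RIBO-seq 202. At 0.5 CPM it was 401 in AHARIBO RIBO-seq and 441 in standard RIBO-seq. At 2 CPM it was 191 in standard RIBO-seq and 162 in both. Within the genes of Figure 4—source data 1 it was 146 in AHARIBO RIBO-seq, 152 in standard RIBO-seq and 136 in both. Leaving out 1 library gave 233 to 274 genes in AHARIBO RIBO-seq, 260 to 293 in standard RIBO-seq, 223 to 244 in both and 124 to 129 in both and in the RNA-seq list.

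For the 23 named transcripts followed, 159 of 197 comparisons stayed within the limits. Of the others, 27 lost significance, 3 (all of AY036118) gained it, 4 moved and 4 reversed in a test. Of the 159, 5 changed sign by less than the spread between replicates, all without an AHARIBO RIBO-seq library, where 1 is left in that group and no test is possible. With duplicates kept the log2 fold changes of Gm26825, Gm47882 and Gm42743 turned to 0.15, 0.12 and 0.10. That of D030068K23Rik ran from -1.02 to 0.35 when 1 library was left out. None of these 4 had an adjusted p under 0.05 in edgeR's quasi-likelihood test before or after the change. The 5 changes of sign without a test were those of Gm42418 (-0.20), AY036118 (-0.41) and D030068K23Rik (0.35) without AHARIBO RIBO-seq replicate 2, and of 1810058I24Rik (-0.27) and Gm47882 (0.051) without replicate 1.

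With the replicate number as a block, the lncRNA set gave p = 0.160 (n = 480 transcripts) in the camera test of limma and 41 lncRNA transcripts were called, 34 of them among the 42. Deviations of same-numbered libraries from their group means were uncorrelated (-0.0219 over the 2 shared numbers), so the numbers showed no sign of pairing the libraries.

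Depth limits the results at low counts. At 1 CPM a transcript has 6.30 to 11.4 counts, so a transcript close to the threshold can pass or fail by sampling alone.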

Differences from the paper's values

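Pearson's r between the methods over all transcripts was 0.986, against the paper's value of about 0.96 in Figure 4—figure supplement 2B, read by eye. None of the alternatives set before the data were examined closed this gap, with r from 0.976 to 0.990, or from 0.980 to 0.985 with 1 library left out. Single pairs of libraries of different methods gave r from 0.970 to 0.981, the lowest for standard RIBO-seq replicate 3 with AHARIBO RIBO-seq replicate 1, and these too stayed above the paper's value. The paper's text does not say which transcripts its coefficient covers. Over lncRNA transcripts alone r was 0.953, which differs from the paper's value by less than the spread between pairs of libraries. It came closest to that value when 1 CPM was required in either method and 1 was added to the CPM before the logarithm, and the 2 changes were not tested apart. It was 0.961 with 1 CPM required in every library. That the paper's coefficient covers lncRNAs is an assumption. By eye its plot shows fewer points than the lncRNA transcripts used here, so the nearness of these values does not show that it was reproduced.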

Other observations

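Apart from the count of other splits of the libraries, all tests in this part were chosen only after the result was seen.

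The 3021 transcripts that differ between the methods were compared with other ways of splitting the 5 libraries into 2 and 3. Of the 4 splits that part both same-numbered pairs, 1, the real one, gave as many transcripts with an adjusted p under 0.05. The other 3 gave 0, with 913 to 4441 transcripts at an unadjusted p under 0.05. The 6 splits that part fewer pairs gave 0 to 21, with 858 to 6966 at an unadjusted p under 0.05. With 4 splits such a comparison cannot exclude chance.

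The read counts of Gm42418 and AY036118 varied between libraries of one method. Gm42418 had 438, 455 and 791 CPM in standard RIBO-seq replicates 1, 2 and 3, and 485 and 1139 CPM in AHARIBO RIBO-seq replicates 1 and 2. AY036118 had 269, 275, 534, 268 and 788 CPM in the same order, so that both were highest in AHARIBO RIBO-seq replicate 2 and next in standard RIBO-seq replicate 3. A candidate explanation is leftover ribosomal RNA, as 68.0% of Gm42418 and all of AY036118 lie within the 18S-related sequence. Whether any of these reads come from translated lncRNA was not tested.

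Several abundant lncRNAs share sequence with protein-coding transcripts on the opposite strand, as Gm26825 does with Hspa8, although the methods state that antisense reads were removed. If reads of both strands were counted on these lncRNAs, those opposite coding sequence may have a higher read density, relative to the coding transcript, than those opposite untranslated regions. The median relative density was 0.357 opposite coding sequence (n = 26) and 0.191 opposite untranslated regions (n = 106), a ratio of 1.87 (two-sided permutation test with 100000 resamples, p = 0.1). This meets neither outcome set for the test, and how it is read was changed to undecided after its value was seen. A version that kept lncRNAs also sharing sequence on the same strand gave 0.482 (n = 28) and 0.0675 (n = 177), and the narrower version was adopted after both had been seen. Shared regulation of neighbouring genes cannot apply to lncRNAs whose coding transcript lies on another chromosome, and among these the read density still followed the shared sequence and coding density (Spearman's rho 0.83 across 36 lncRNAs, permutation p = 1e-05, the smallest that the resamples can give). LncRNAs are not independent replicates. The value says nothing of lncRNAs opposite a neighbouring gene, for which both explanations remain open.

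9330151L19Rik and Gm9776 passed 1 CPM only in standard RIBO-seq. In all, 16 lncRNA genes passed only in standard RIBO-seq and are on the paper's RNA-seq list, and these 2 are among them. The paper names 2 such genes, as not found with AHARIBO, although its text gives the number of genes on that list for AHARIBO-rC. Among lncRNA genes, 67 passed 1 CPM in 1 method only, and 3 of these (4.48%) had a transcript that differs between the methods at an adjusted p under 0.05 from edgeR's quasi-likelihood test. This is consistent with chance at the threshold for most of the 67, and neither of the 2 genes is among the 3. The paper proposes idle ribosomes as the reason for these 2 genes, which the counts do not test. Few counts make a true difference hard to detect, so the test does not exclude one.

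For the 16 transcripts given with a single peptide in the legend of Figure 4—figure supplement 3, the peptide was looked for in the 3 forward frames of the Gencode M21 transcript. It was found in 9 of them. For 2410018L13Rik it was found when isoleucine and leucine were read as one residue. The transcripts without their peptide were those of Mirg, Mir17hg, Pvt1, Gm5784, Mirt1 and Gm37494. The M21 transcript of Mirt1 has another version than the one in the deposited counts.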
